# Genomic Analysis of Stress Response against Arsenic in *Caenorhabditis elegans*

**DOI:** 10.1371/journal.pone.0066431

**Published:** 2013-07-24

**Authors:** Surasri N. Sahu, Jada Lewis, Isha Patel, Serdar Bozdag, Jeong H. Lee, Robert Sprando, Hediye Nese Cinar

## Abstract

Arsenic, a known human carcinogen, is widely distributed around the world and found in particularly high concentrations in certain regions including Southwestern US, Eastern Europe, India, China, Taiwan and Mexico. Chronic arsenic poisoning affects millions of people worldwide and is associated with increased risk of many diseases including arthrosclerosis, diabetes and cancer. In this study, we explored genome level global responses to high and low levels of arsenic exposure in *Caenorhabditis elegans* using Affymetrix expression microarrays. This experimental design allows us to do microarray analysis of dose-response relationships of global gene expression patterns. High dose (0.03%) exposure caused stronger global gene expression changes in comparison with low dose (0.003%) exposure, suggesting a positive dose-response correlation. Biological processes such as oxidative stress, and iron metabolism, which were previously reported to be involved in arsenic toxicity studies using cultured cells, experimental animals, and humans, were found to be affected in *C. elegans*. We performed genome-wide gene expression comparisons between our microarray data and publicly available *C. elegans* microarray datasets of cadmium, and sediment exposure samples of German rivers Rhine and Elbe. Bioinformatics analysis of arsenic-responsive regulatory networks were done using FastMEDUSA program. FastMEDUSA analysis identified cancer-related genes, particularly genes associated with leukemia, such as *dnj-11*, which encodes a protein orthologous to the mammalian ZRF1/MIDA1/MPP11/DNAJC2 family of ribosome-associated molecular chaperones. We analyzed the protective functions of several of the identified genes using RNAi. Our study indicates that *C. elegans* could be a substitute model to study the mechanism of metal toxicity using high-throughput expression data and bioinformatics tools such as FastMEDUSA.

## Introduction

Arsenic is a metalloid, which is distributed throughout the Earth crust in diverse complex forms with pyrites. Depending on the physicochemical conditions of the environment, arsenic can readily be dissociated from the complex, enter into ground water [1] and be taken up by microorganisms resulting in high levels of bio-availability [1], [2]. In Asia, including India, Bangladesh, Vietnam, Thailand and China millions of people are exposed to arsenic. Two different oxidative states of arsenic, (III) and (V), are available in organic and inorganic forms that correlate with their cytotoxic potentials. Between these two states, compounds with (+3) oxidation state are more toxic to target cells and tissues due to several mechanisms including high affinity for protein thiols or vicinal sulfhydryl groups [3]–[8].

Chronic and/or acute high dose arsenic exposure can cause wide range of health problems including cancer, severe gastrointestinal toxicity, diabetes, cardiovascular disease and even death [5], [8], [9]. Arsenic is considered as a group1 carcinogen, a categorical classification of an agent/mixture, which is definitely carcinogenic to humans [10]. Since carcinogenic metals, including arsenic, tend to be weak mutagens, and they do not directly interact with DNA, several recent studies have suggested that epigenetic regulation may play a role in metal-induced carcinogenesis [11].

Although the metabolism of inorganic arsenic is quite well known, the precise mechanism of arsenic toxicity is not clearly understood. In mammals, a methylation pathway has been proposed for the metabolic processing of inorganic arsenicals. In this pathway, arsenite (iAs^III^) is sequentially converted to monomethylarsonic acid (MMA^v^) and dimethylarsinic acid (DMA^v^) in both humans and laboratory animals including mice and rats. The intermediate arsenicals, MMAIII and DMAIII, also produced in this pathway, are highly toxic and suspected to be responsible for arsenic toxicity [12]. While some steps in this pathway are strictly chemical reactions, others are enzymatically catalyzed. However, work to date has identified one methyltransferase that is clearly a participant in this pathway. Arsenic (+3 oxidation state) methyltransferase (AS3MT)1 catalyzes conversion of iAs to methylated products. AS3MT homologs have not been identified in *C. elegans* genome [13]. Other aspects of arsenic metabolism in *C. elegans* remain to be seen. Arsenic causes oxidative stress, apoptosis and mutagenesis [14]–[16]. Oxidative stress through generation of reactive oxygen species due to arsenic exposure [17]–[20] have been reported in tumor cell lines [21] as well as in normal human cells [22], [23].

While arsenic is mostly documented as an inducing factor in cancers or several other diseases, there is extensive evidence that one form of arsenic, As_2_O_3_, has a potential antitumor effect *in vitro* and *in vivo* [24]–[26]. United States Food and Drug Administration (US-FDA) approved As_2_O_3_ for the treatment of Acute Promyelocytic Leukemia (APL). It's well established that As_2_O_3_ can completely cure ∼80–90% of newly diagnosed APL patient [24]–[26].

*C. elegans*, a model organism that is less complex than the mammalian system while still sharing high genomic homology, provides an excellent model to elucidate the mechanisms of heavy metal toxicity [27]. This soil nematode has been used in toxicology studies, revealing molecular mechanisms of heavy metal toxicity [28], [29], [30]. Therefore, the *C. elegans* model system is valuable for the investigation of metal toxicity and may be particularly useful for examining gene-environment interactions. Several toxicity endpoints are well documented in the nematode, including growth rate, lifespan, reproduction, and feeding [31], [32]. Acute toxicity can also be assessed in the nematode using altered gene expression levels, as well as behavioral endpoints, such as locomotion, and head thrashing [33]–[37]. Several cellular stress response systems such as the glutathione (GSH), metallothioneins (MTs), heat shock proteins (HSPs), as well as a variety of pumps and transporters are found to work to detoxify and excrete metals in *C. elegans* [27]. Previously, whole genome *C. elegans* DNA microarray and RNAi analysis were used to explore global changes in this nematode to understand mechanisms involved in resistance to cadmium toxicity [38].

In this study we used *C. elegans* whole genome expression microarrays to examine global changes in the nematode transcription profile upon arsenic exposure. Bioinformatics analysis of regulatory networks was done using FastMEDUSA. We analyzed the protective functions of several of the identified genes using RNAi. Molecular players previously associated with arsenic exposure in higher organisms were identified at a global level, confirming the effectiveness of the study. Moreover, we identified evolutionary conserved genes which were not previously associated with arsenic exposure, but associated with carcinogenesis.

## Materials and Methods

### Bacterial strains, media and culture conditions

Eight RNAi bacterial strains were used in this study including: *sdz-8, ftn-1, hsp-70, numr-1, aip-1, gst-37, gcs-1*, and L4440 (empty vector control) [39].

### C. elegans strains and maintenance

Strains N2, NL2099 *rrf-3(pk1426)*, VC1642 *dnj-11(gk1025)*, and VC392 *dac-1(gk211)* were acquired from *Caenorhabditis* Genetics Center (CGC). Strains were maintained at 22°C. The wild type Bristol strain N2, was cultured in *C. elegans* habitation media (CeHM) in tissue culture flasks on a platform shaker [40]. Nematodes were bleached (0.5M NaOH, 1% Hypochlorite) to collect eggs which were incubated in M9 media for 24 hours to bring them to synchronized L1 stage and then transferred to *C. elegans* habitation media (CeHM).

### Arsenic treatment for microarray experiments

Synchronized L1 stage animals were collected by spinning at 800 rpm for five minutes and transferred to Sodium arsenite containing (0.03% and 0.003% w/v) CeHM media and incubated at 22°C for 6 hours.

### RNA Isolation

After arsenic treatment animals were collected and washed in M9 buffer, RNA was extracted using TRIzol reagent (Invitrogen). Residual genomic DNA was removed by DNase treatment (Ambion, Austin, TX). Three independent RNA isolations were performed with each condition for microarray analysis.

### Microarray Analysis

For each experimental condition, RNA was isolated from three biological replicate samples. cRNA was synthesized from 10 µg of total RNA, and samples were hybridized to the *C. elegans* GeneChip (Affymetrix, Santa Clara, CA) by the US Food and Drug Administration/CFSAN/DMB Microarray Facility following the manufacturers instruction. The chip represents 22,500 transcripts of the expressed *C. elegans* genome based on the December 2005 genome sequence. The data were processed using Partek Genomics Suite, version 6.5 (Copyright © 2010 Partek Inc., St. Louis, MO, USA). The robust multichip averaging (RMA) algorithm was used to normalize and summarize the probe data into probeset expression values. The RMA algorithm performs background correction, normalization, and summarization using PM-only probes (Figure S1). A gene usually maps to several probesets. To convert probeset-level expression data to gene-level, we picked the highest-intensity probeset of each gene. We used ANOVA to compute differentially expressed genes between experimental treatment groups and control using the log transformed normalized intensity values generated from application of the RMA algorithm. We used the FDR for multiple comparison correction. Genes were considered differentially expressed if they had a p-value≤0.05 after correction. The microarray data have been deposited in the GEO repository. Accession number is GSE39012.

### Functional Enrichment Analysis

Genes showing a significant change in expression by microarray analysis (*FDR*<0.05) were analyzed using ‘stats’ R package of R software (R Development Core Team [2012]: A language and environment for statistical computing. R foundation for Statistical Computing, Vienna, Austria. ISBN 3-900051-07-0, URL http://www.R-project.org). Genes were compared against a 21,249 *C. elegans* gene database to identify over-represented Gene Ontology terms. Statistical analysis was performed using chi-square test and the Yates' continuity correction. Significant functional terms were defined as *p*<0.05.

### qRT-PCR

cDNA was synthesized from 5 µg of total RNA using random hexamers and SuperScript II reverse transcriptase (Invitrogen). Real time PCR was performed using SYBR Advantage quantitative PCR premix (Clontech) and gene-specific oligonucleotide primers on the LightCycler (Roche). Primers for qRT-PCR are listed on Table S1. Relative fold-changes for transcripts were calculated using the comparative *C_T_* (2^−ΔΔ*CT*^) method [41]. Cycle thresholds of amplification were determined by Light Cycler software (Roche). All samples were run in triplicates and normalized to GAPDH.

### RNA Interference

*E. coli* DH5α bacterial strains expressing double-stranded *C. elegans* RNA [42] were grown in LB broth containing ampicillin (100 µg/ml) at 37°C and plated onto NGM containing 100 µg/ml ampicillin and 3 mm isopropyl 1-thio-β-d-galactopyranoside (IPTG). RNAi-expressing bacteria were allowed to grow overnight at 37°C. Synchronized L1 stage NL2099 (*rrf-3*) strains were used for RNAi experiments for the functional validation of the differentially expressed genes identified through microarray. NL2099 (*rrf-3*) worms were exposed to fresh RNAi expressing bacterial lawn on NGM agar plates for 48 hours, then washed with M9 and plated on sodium arsenite containing NGM plates with *E.coli* OP50 bacterial lawn, and incubated at 22°C (See ‘*C. elegans* survival assays for arsenic exposure following RNAi’ section below). *L4440* RNAi which contains the RNAi plasmid only was included as a control in all experiments.

### *C. elegans* survival assays for arsenic exposure following RNAi

Sodium arsenite containing (0.03%) nematode growth media (NGM), in 6-cm Petri plates, were prepared for survival assays. The plates contained a lawn of OP50 bacteria as a food source. Plates were incubated overnight at room temperature before animals were added. Worms (L1 stage), treated with RNAi bacteria for 48 hours, were transferred to sodium arsenite containing NGM plates with OP50 bacterial lawns and incubated at 22°C. Around 20–30 L4 stage worms were added to each plate. Total 75 to 100 animals were scored for each condition every 24 h for survival and transferred to fresh bacterial lawns every day to avoid overgrowth by progeny. Assay was continued up to ten days. Animal survival was plotted using Kaplan-Meier survival curves and analyzed by log rank test using Graph Pad Prism (Graph Pad Software, Inc., La Jolla, CA). Survival curves resulting in *p* values of <0.05 relative to control were considered significantly different.

### FastMEDUSA analysis

We used FastMEDUSA [43] to elucidate transcription factors (TFs) that putatively regulate the genome-level responses to high and low levels of arsenic exposure in *C. elegans*. FastMEDUSA applies a machine learning algorithm called boosting to train a predictive model from expression and promoter sequences of genes in a number of experimental conditions. FastMEDUSA uses a list of candidate TFs, the promoter sequences of all the genes and a matrix of discrete expression data as input. To discretize gene expression data, we computed fold change of expression signal of a gene in a sample to the gene's median expression across reference samples. A gene in a sample was called upregulated if the fold change ≥1.5 and downregulated if the fold change is ≤−1.5. Genes having inconsistent expression calls across technical replicates were filtered out. We obtained the list of candidate TFs in *C. elegans* from EDGEdb [44], and obtained 1,000 bp promoter sequence of genes from BioMart [45].

FastMEDUSA potentially builds a different model at each run as it contains some stochastic steps. Thus, we ran FastMEDUSA five times using a different random seed value at each run on the Biowulf cluster at the National Institutes of Health. For each FastMEDUSA run, we computed significance score of TFs as following. First, we computed prediction score for the upregulated genes in the experimental condition based on the original FastMEDUSA model. Then, we remove the TF from the FastMEDUSA model and recomputed the prediction score for the same gene set. The difference between the prediction scores give the significance score of the TF (details in [46]). We selected top 20 TFs with highest significance score. Then we selected top ten *consensus* significant TFs that were selected as significant in at least four out of five runs. To find significant TF-gene associations, we computed the significance score for each TF-gene pair. We selected TF-gene associations that had a significance score≥1 for at least four out of five runs and generated a network of these associations by using Cytoscape [47].

## Results and Discussion

### Arsenic exposure induced genome-wide gene expression changes in *C. elegans*

Arsenic induced global gene expression has been poorly explored. To study the global gene expression pattern after acute arsenic exposure, we performed a microarray study where wild type L4 stage *C. elegans* (N2) was exposed to sodium arsenite in two different concentrations (0.03% and 0.003% w/v) in CeHM media for 6 hours. 

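Gene expression was measured on Affymetrix C. elegans arrays, with 3 arrays for worms exposed to 0.03% sodium arsenite, 3 for worms exposed to 0.003% and 3 for unexposed control worms. Exposure lasted 6 h at 22 °C in CeHM medium, a liquid medium in which the worms grow without bacteria, although a later sentence of the results gives 8 h. The sources differ on the larval stage: the sample labels give L3, the methods give L1 and the results give L4. The values analysed here are the authors' log2 signals, 1 per probeset and array, with 41 values below 0 and a highest value of 16.44. The methods name the RMA algorithm, while the processing notes of these values name MAS5. The numbers printed in the paper may therefore rest on differently processed values. The array medians lay between 8.42 and 8.52, and arrays of one group correlated at 0.940 to 0.952 across genes, which are not independent replicates. Of the 22625 probesets, 20766 are assigned to 1 gene, 887 to several genes and 895 to none, and 77 are Affymetrix controls. Each of 17118 genes was represented by its probeset with the highest mean, and no gene is named from a probeset assigned to several genes. A gene is called dim here where its lower group mean lies below 6.26, the level that parts the dimmest 25% of genes. Probesets marked _s_at or _x_at may also detect related transcripts, and they represent 3605 and 644 of these genes. High dose against control, low dose against control and high against low dose were compared in one limma model of the 3 groups, with Benjamini-Hochberg adjustment in each comparison. The thresholds were those stated in the paper, a change of at least 1.2 fold and an adjusted p of at most 0.05. The samples are labelled biological replicates, but nothing says whether they came from separate cultures, so the p-values measure the spread between these samples, which may be technical. With 3 arrays per group their number limits the precision. In data simulated for the high dose comparison over 17118 genes, 69 of 100 genes changed 4 fold and 37 of 100 genes changed 2 fold were recovered, with 6 false calls. These were the only genes changed in the simulated data, far fewer than the 3418 that passed the test in the real comparison. The Benjamini-Hochberg cutoff loosens as more genes change, so these shares may be too low for the real comparison.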

Differentially expressed genes were identified (considering fold change (+/−) 1.2 fold, FDR = 0.05 and P<0.05). *C. elegans* gave a strong global gene expression response to sodium arsenite where about one fifth of the genome (4731 genes) was differentially expressed upon high dose (0.03% w/v) exposure. 

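Of all genes tested, 3418 (20.0%) were differentially expressed at the high dose, of which 1540 were up regulated and 1878 down regulated. The acyl-CoA oxidase gene acox-1.2, whose enzyme class shortens fatty acids in peroxisomes, fell from 11.56 ± 0.07 (SD, n = 3) in control worms to 6.56 ± 0.31 (SD, n = 3), a decrease of 5.00 on the log2 scale (SE 0.17, adjusted p = 3.50e-06 from limma). The fatty acid elongase gene elo-5 decreased by 4.50 on the log2 scale (SE 0.13, adjusted p = 2.36e-06 from limma). The C-type lectin gene clec-3 rose 159 fold, with a log2 fold change of 7.31 (SE 0.40, adjusted p = 2.74e-05 from limma), from a dim control level of 4.62 ± 0.92 (SD, n = 3). The gene dct-7, named for its control by the FOXO factor DAF-16, rose from 6.26 ± 0.23 (SD, n = 3) to 12.36 ± 0.27 (SD, n = 3), and cnc-4, which encodes a caenacin antimicrobial peptide, had a log2 fold change of 3.82 (SE 0.11, adjusted p = 2.36e-06 from limma). At least 2 fold changes were seen in 856 up regulated and 730 down regulated genes, and the median absolute log2 fold change of the differentially expressed genes was 0.95. The arrays of the 2 groups did not overlap for 6577 genes (38.4%), where chance gives 10%. The probeset of elo-5 is marked _s_at. The control probesets of actin lay -0.43, -0.18 and -0.06 from control on the log2 scale at the 5' end, the middle and the 3' end, without a test.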

Low dose (0.003% w/v) sodium arsenite led to differential expression in 218 genes, 179 of those were common between the two exposures (Fig. 1). 

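The metallothionein gene mtl-1 fell at the low dose, while most other genes that passed the test rose. The level of mtl-1, whose product binds metals, was 12.44 ± 0.11 (SD, n = 3) in control worms and 9.99 ± 0.08 (SD, n = 3) at the low dose, a decrease of 2.44 on the log2 scale (SE 0.13, adjusted p = 1.10e-04 from limma). It was 9.93 ± 0.19 (SD, n = 3) at the high dose. F55G11.2, whose function the paper gives as unknown, rose 20.2 fold at the low dose (log2 fold change 4.34, SE 0.11, adjusted p = 6.85e-06 from limma), and F49C12.7, measured by an _s_at probeset, decreased by 2.96 on the log2 scale (SE 0.20, adjusted p = 3.79e-04 from limma). In all, 179 genes were up regulated and 87 down regulated at the low dose, 266 genes or 1.55% of those tested, and 2010 genes had an unadjusted p under 0.05. Of these 266 genes, 215 changed in the same direction at the high dose (161 up and 54 down), 6 changed in opposite directions and 45 passed the test at the low dose alone, which by itself does not show a difference between the doses. Independent lists of these sizes would share about 16 up regulated and 9.55 down regulated genes. The shared total does not say which genes are shared. Of 168 genes of Table S2 measured here, which the paper lists for both doses, 57 changed in the same direction at both doses. Both comparisons use the same control arrays. All 9 arrays were therefore simulated 100 times without any change, with simulated controls shared by both comparisons. The mean correlation of log2 fold changes across genes was then 0.501, against 0.475 observed. Without any change, groups of equal size that share controls give a correlation near this mean by design. Changes at 1 dose alone can lower the observed value, so these correlations do not show how far the doses agree. The mean covariance was 0.120, against 0.261 observed, and 0 genes were shared. With no gene changed hardly any can pass the adjusted test, so this 0 does not measure how many shared genes come from the controls. Part of the shared genes may come from the shared controls. The low dose count was 139 when only the control and low dose arrays were fitted, 545 with a trend on mean level and a robust variance, 533 with the dimmer 50% of genes left out, 173 without control replicate 2 or low dose replicate 1, 171 without control replicate 3 and 174 without low dose replicate 2. The low dose count was also 160 with the replicate block and 142 at 1.5 fold and an unadjusted p below 0.0001, and the shared count was 131 and 108 under these, 106 with only the compared groups fitted, 416 with the trend and 410 with the dimmer 50% of genes left out. The shared count fell to 140 and 142 without low dose replicates 2 and 3, and it also fell by more than 1.5 times without low dose replicate 1.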

Microarray data were confirmed using qRT-PCR to measure the expression levels of a set of selected genes (Fig. S2).

**Figure 1:**
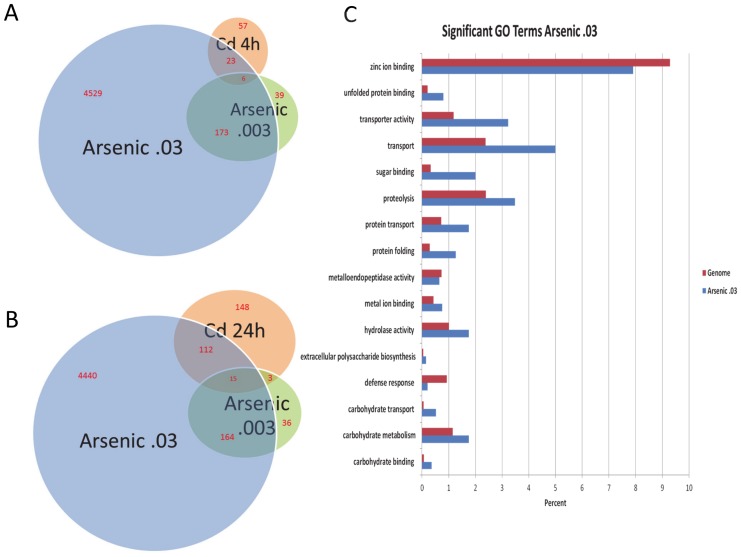
Genome-wide expression profile comparisons of *C. elegans* genes regulated by arsenic and cadmium. (A) A Venn diagram illustrating number of genes expressed at low and high dose arsenic exposure, 4-hour cadmium exposure, and overlap among these data. (B) A Venn diagram illustrating number of genes expressed at low and high dose arsenic exposure, 24-hour cadmium exposure, and overlap among these data. (C) Enrichment of gene ontology categories for genes differentially expressed at high dose arsenic exposure.

### Comparison of gene expression changes between high and low levels of sodium arsenite exposure

We exposed worms to two different concentration of sodium arsenite to evaluate the genomic responses to different levels of arsenic exposure. This experimental design allows us to do microarray analysis of dose-response relationships of global gene expression patterns. High dose (0.03%) exposure caused stronger global gene expression changes in comparison with low dose (0.003%) exposure (Fig. 1, Table S2). 

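Between the doses 2880 genes (16.8%) were differentially expressed, 1256 higher and 1624 lower at the high dose. The fucose pathway gene gmd-2 stood 78.1 fold higher at the high dose than at the low dose, at 10.72 ± 0.10 (SD, n = 3) against 4.43 ± 0.62 (SD, n = 3), the low dose level being dim. C50F7.5 was 44.4 fold higher, at 14.56 ± 0.01 (SD, n = 3) against 9.09 ± 0.32 (SD, n = 3) (log2 difference 5.47, SE 0.17, adjusted p = 1.41e-05 from limma). The inositol transporter gene hmit-1.1 was lower at the high dose, where it fell by 3.78 on the log2 scale (SE 0.18, adjusted p = 3.92e-05 from limma) relative to the low dose, as did pud-3, which fell by 3.58 on the log2 scale (SE 0.12, adjusted p = 1.41e-05 from limma). Of the genes changed in the same direction at both doses, 121 also differed between the doses, 110 of them lying farther from control at the high dose and 11 at the low dose.

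**Figure D1:**
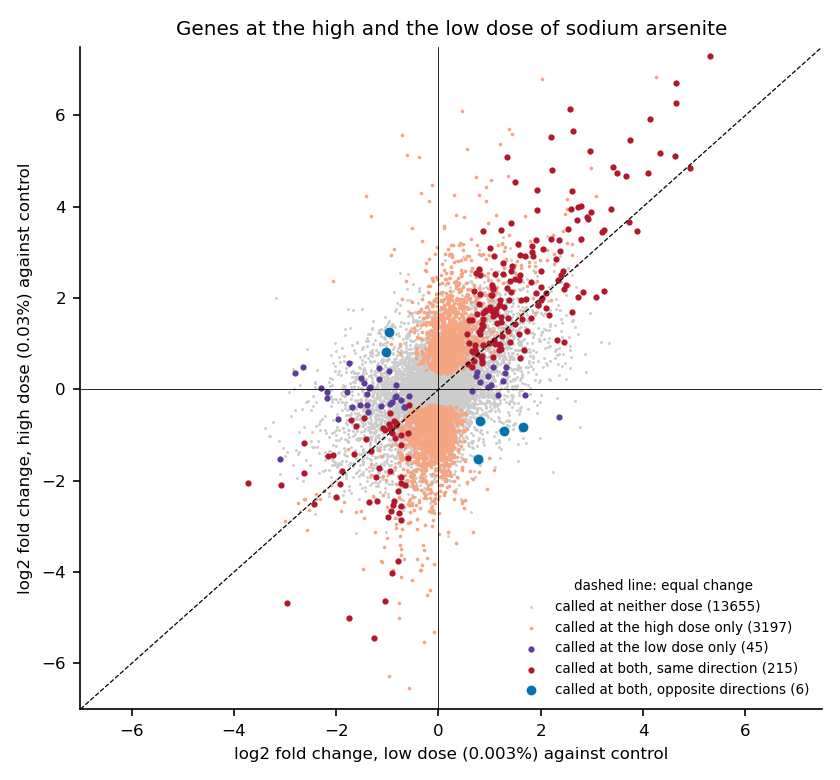
Log2 fold change against control of each gene at the low dose (horizontal axis) and at the high dose (vertical axis), coloured by the limma test of each dose. Of the genes changed at both doses, 110 lay farther from control at the high dose by the test between the doses, and 6 genes lie on opposite sides of 0.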

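Genes that rose at least 4 fold at the low dose included the F-box gene fbxa-163 and ZK1240.1, both starting from dim control signals. The level of fbxa-163 was 1.64 ± 0.98 (SD, n = 3) in control worms, 6.55 ± 0.35 at the low dose and 6.49 ± 0.37 at the high dose (SD, n = 3 each). ZK1240.1 rose 14.8 fold at the low dose and 11.0 fold at the high dose (log2 fold changes 3.89, SE 0.28, adjusted p = 4.79e-04, and 3.46, SE 0.28, adjusted p = 1.67e-04, from limma). T15D6.8, also dim in control worms, rose 35.4 fold at the high dose, and nspe-1 rose 27.8 fold (log2 fold change 4.80, SE 0.24, adjusted p = 1.81e-05 from limma). At the stated thresholds and a change of at least 4 fold, 302 genes were up regulated and 175 down regulated at the high dose, and 57 up regulated and 15 down regulated at the low dose. With the dimmer 50% of genes left out, 168 genes were up regulated at the high dose.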

Two hundred and four genes were up regulated four fold and higher upon high dose exposure, and forty nine genes were up regulated four fold and up upon low dose exposure. Forty six of these were common between these lists (Table 1). 

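The mucin-like gene mul-1 was up regulated 15.9 fold at the high dose and 6.65 fold at the low dose, with levels of 7.95 ± 0.15 (SD, n = 3), 10.68 ± 0.04 and 11.94 ± 0.21 (SD, n = 3) in control, low dose and high dose worms. H20E11.2, of unknown function, had log2 fold changes of 3.52 (SE 0.16, adjusted p = 1.36e-05 from limma) and 2.53 (SE 0.16, adjusted p = 2.77e-04 from limma). At least 4 fold up regulation at both doses was found for 50 genes. Of these 50 genes, 40 had the higher mean at the high dose, and 30 were higher there in the limma test of the high against the low dose.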

Forty three of forty six commonly upregulated genes show dose-response relationship where high levels of sodium arsenite led to higher gene expression levels in *C. elegans* (Table 1). 

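Most genes of Table 1 stood higher at the high dose than at the low dose. W06H8.2 rose from 8.68 ± 0.16 (SD, n = 3) in control worms to 13.33 ± 0.18 (SD, n = 3) at the low dose and 14.95 ± 0.10 (SD, n = 3) at the high dose, and its difference between the doses was 1.62 (SE 0.14, adjusted p = 3.67e-04 from limma) on the log2 scale. T19D12.3 differed between the doses by 1.78 (SE 0.21), the alcohol dehydrogenase gene C55A6.6 by 1.03 (SE 0.14) and the predicted flavin oxidoreductase gene ZK742.4, measured by an _s_at probeset, by 0.90 (SE 0.16). Some genes were as high at the low dose: dod-24, also on an _s_at probeset, was 14.34 ± 0.11 (SD, n = 3) at the low and 14.39 ± 0.06 (SD, n = 3) at the high dose, a difference of 0.06 (SE 0.11, adjusted p = 0.780 from limma), and pycr-4, a gene of proline synthesis, was 13.42 ± 0.11 (SD, n = 3) and 13.16 ± 0.08 (SD, n = 3). Of the 46 genes of Table 1, 39 have a probeset assigned to them alone. Among these 39, 34 had the higher mean at the high dose, and 26 were higher there by limma's test (28 when adjusted over the list alone). At the doses themselves, 39 were up regulated at the high dose and 38 at the low dose. The genes were chosen in the study on these samples, so their direction is not independent evidence.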

At eight hours exposure we did not observe anatomical level changes in tissue structure, and lethality (data not shown).

**Table 1:** List of genes up-regulated (>4 times) in both high and low dose arsenic exposure.

Gene name	Brief description	Fold-Change (03% vs No Treatment)	*p*-value	Fold-Change (003% vs No treatment)	*p*-value
*numr-1*	unknown	140.416	4.44E-09	25.1465	5.73E-08
*W06H8.2*	unknown	91.5165	2.23E-09	25.2296	1.67E-08
*gst-30*	glutathione S-transferase	64.4519	2.75E-10	12.8297	5.18E-09
*T19D12.3*	unknown	63.3912	2.67E-09	16.5752	2.76E-08
*ftn-1*	ferritin heavy chain	55.3853	2.60E-08	5.7706	3.57E-06
*hsp-70*	heat shock protein 70	53.7595	8.41E-09	14.8787	8.61E-08
*F55G11.2*	unknown	46.5611	1.05E-08	23.5514	3.39E-08
*gst-38*	glutathione S-transferase	44.4153	2.61E-10	25.1488	6.92E-10
*F56D5.3*	NADH oxidase	42.8716	4.55E-07	9.13127	1.04E-05
*clec-3*	unknown	42.2267	1.34E-07	10.7623	1.986E-06
*hsp-16.41*	heat shock protein	37.3042	5.15E-09	21.7315	1.36E-08
*gst-12*	glutathione S-transferase	32.4796	2.51E-08	13.1085	1.52E-07
*hsp-16.2*	heat shock protein	31.7514	6.75E-08	15.6115	2.66E-07
*gst-25*	glutathione S-transferase	29.8987	2.85E-09	6.60598	9.57E-08
*dod-17*	unknown	27.2977	1.12E-08	9.87008	1.01E-07
*Y38E10A.13*	unknown	26.7901	2.41E-06	4.21829	0.0002776
*clec-163*	C-type lectin	26.6706	3.41E-09	6.12515	1.19E-07
*aip-1*	AN-1-like zinc finger-containing protein	20.8251	1.36E-08	4.29368	1.08E-06
*F44E5.4*	Hsp70 family	18.5558	2.86E-09	6.50486	4.08E-08
*clec-2*	C-type lectin	17.5573	1.56E-08	5.14494	4.39E-07
*gst-16*	glutathione S-transferase	16.8344	3.30E-09	8.24937	1.89E-08
*F43E2.5*	methionine sulfoxide-S-reductase (MsrA)	16.6723	5.69E-09	5.49549	1.14E-07
*hsp-16.1*	heat shock protein HSP16-1	14.9708	1.10E-07	6.90193	8.15E-07
*sdz-8*	alcohol dehydrogenase	14.765	1.73E-10	6.55788	1.49E-09
*ZK742.4*	predicted NADH:flavin oxidoreductase	14.2453	9.39E-09	7.42734	5.04E-08
*H20E11.2*	unknown	14.2209	6.13E-09	7.25052	3.53E-08
*gst-5*	glutathione S-transferase	12.8611	3.93E-10	6.47925	2.56E-09
*C32H11.4*	unknown	12.2617	1.28E-11	9.75833	2.26E-11
*Y52E8A.3*	unknown	11.9775	1.94E-09	10.165	2.92E-09
*hsp-16.48*	heat shock protein	11.9585	8.18E-09	7.00906	3.49E-08
*F49F1.6*	containing a signal sequence and ShK toxin domains	10.8365	1.28E-08	4.10812	2.90E-07
*cdr-4*	glutathione S-transferase	10.6628	1.14E-08	4.46537	1.76E-07
*Y40B10A.2*	unknown	9.86761	5.76E-10	4.30897	8.49E-09
*C55A6.6*	alcohol dehydrogenase	9.78048	5.79E-08	5.28538	3.77E-07
*ugt-13*	ugt family	9.63811	1.88E-06	7.71078	3.47E-06
*clec-143*	C-type lectin	9.15882	1.75E-08	4.8121	1.36E-07
*nit-1*	Nitrilase	7.82259	7.22E-08	4.76861	3.72E-07
*gst-4*	glutathione S-transferase	7.60112	9.16E-09	5.85187	2.09E-08
*C17H12.6*	unknown	6.8668	1.65E-07	6.55322	1.91E-07
*clec-9*	C-type lectin	6.4249	1.88E-06	6.405	1.90E-06
*dod-24*	unknown	5.66907	6.82E-09	4.92816	1.13E-08
*gst-7*	glutathione S-transferase	4.92498	7.38E-08	4.22807	1.34E-07
*C32H11.3*	unknown	4.57737	3.54E-07	4.55978	3.60E-07
*C12C8.2*	cystathionine gamma-lyase orthologous to human CTH	4.22098	2.29E-07	4.30506	2.11E-07
*gst-20*	glutathione S-transferase	4.16523	3.23E-07	4.9671	1.61E-07
*F55G1.9*	carboxylate reductase	4.09065	4.49E-09	4.61329	2.75E-09

### Protective function of the subset of the genes up-regulated against arsenic treatment was evaluated using RNAi

We wanted to test whether knocking down the upregulated genes will affect the sodium arsenite induced lethality in *C. elegans*. Four out of seven genes tested, caused statistically significant increase in lethality upon sodium arsenite exposure when knocked-out via RNAi, suggesting that these genes may have stress response function against arsenic (Fig. 2). Among these genes, *aip-1* encodes an AN-1-like zinc finger-containing protein homologous to arsenite-inducible RNA-associated protein (AIRAP), which is conserved among *C. elegans*, Drosophila, and mammals. AIP-1 is a predicted RNA binding protein that may function in ubiquitin-mediated proteolysis following arsenite treatment. AIP-1 is expressed at high levels in hypodermal and intestinal cells of *C. elegans* following arsenic exposure, and previously shown to protect *C. elegans* and mammalian cells from arsenite toxicity [48]. Our *aip-1* RNAi results agree with the previously published data (Fig. 2A). *gcs-1* encodes the *C. elegans* ortholog of gamma-glutamylecysteine synthetase heavy chain (GCS(h)), which is predicted to function as a phase II detoxification enzyme that catalyzes the rate-limiting first step in glutathione biosynthesis, in a conserved oxidative stress response pathway [49]. Inoue et al [50] showed that the *Caenorhabditis elegans* PMK-1 p38 MAPK pathway regulates the oxidative stress response via the CNC transcription factor SKN-1, leading to phosphorylated SKN-1 accumulation in intestine nuclei, where SKN-1 activates transcription of *gcs-1*. SKN-1 also regulates expression of AIP-1 [51]. We found that most of the *C. elegans* Glutathion S-transferases (GSTs), which are important detoxifying enzymes, responded to arsenic exposure (Table 2). Among these genes, *gst-37*, previously defined as a acrylamide responsive gene in *C. elegans* using expression microarrays [52]. *gst-37* RNAi experiments resulted in increased lethality in arsenic exposure conditions (Figure 2B). 

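Glutathione S-transferases, which join glutathione to reactive compounds, were more often up than down regulated at both doses. The largest increase was that of gst-30, from 7.71 ± 0.43 (SD, n = 3) in control worms to 12.35 ± 0.09 (SD, n = 3) at the low dose and 14.42 ± 0.10 (SD, n = 3) at the high dose. The level of gst-38 was 10.19 ± 0.11 (SD, n = 3), 14.80 ± 0.09 and 15.31 ± 0.14 in the same order, with log2 fold changes of 4.62 (SE 0.12, adjusted p = 6.85e-06 from limma) at the low and 5.12 (SE 0.12, adjusted p = 1.10e-06 from limma) at the high dose. The log2 fold change of gst-12 was 3.49 (SE 0.11) and 4.74 (SE 0.11), and that of gst-4, a gene widely used as a reporter of SKN-1 activity, was 2.43 (SE 0.12) and 2.60 (SE 0.12). The omega class gene gsto-3 rose at the high dose (log2 fold change 2.42, SE 0.13, adjusted p = 2.55e-05 from limma) and had a log2 fold change of -0.02 (SE 0.13) at the low dose, which did not pass the test. The RNAi-tested gst-37 and gst-25 of Table 1 had no probeset of their own here. Of 45 glutathione S-transferases measured, listed before the data were examined, 18 were up regulated and 0 down regulated at the low dose in limma (23 and 3 when adjusted over the list alone, 24 and 4 at an unadjusted p under 0.05). As a set they stood higher than other genes at the low dose (limma's camera with a preset correlation of 0.01, adjusted p = 3.10e-21 over 31 lists, median log2 fold change 0.57; adjusted p = 0.0194 with an estimated correlation).

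**Figure D2:**
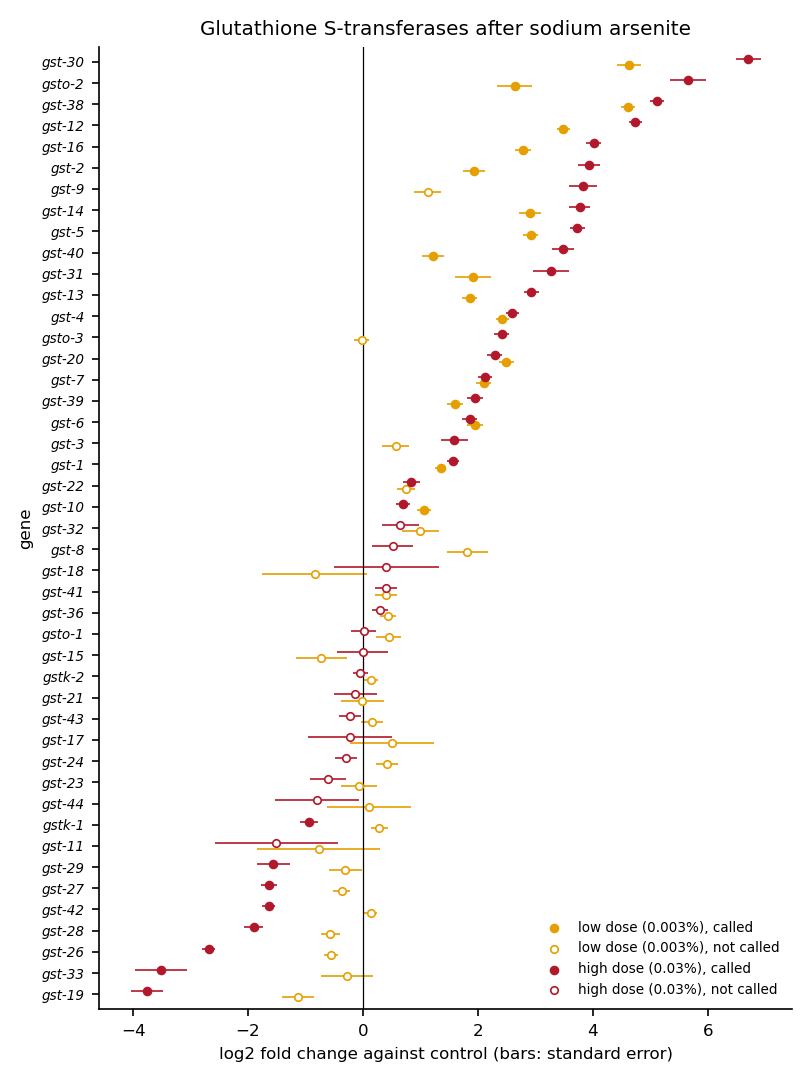
Log2 fold change against control, with its standard error, of the 45 glutathione S-transferases measured at the low dose and the high dose; filled points passed the limma test. The points of gst-30 lie farthest to the right at the high dose, and 18 low dose points are filled.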

In our microarray data several *hsp* (heat-shock protein) genes found to be responsive to sodium arsenite (Table 2). 

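The small heat shock protein genes hsp-16.2 and hsp-16.41 and the inducible hsp-70 were the most strongly up regulated of the hsp genes measured. The level of hsp-70 was 8.16 ± 0.28 (SD, n = 3) in control worms, 11.90 ± 0.27 at the low dose and 13.63 ± 0.20 at the high dose. Its log2 fold change was 3.74 (SE 0.20, adjusted p = 1.14e-04 from limma) at the low dose and 5.47 (SE 0.20, adjusted p = 4.75e-06 from limma) at the high dose. The level of hsp-16.2 rose 12.7 fold and 25.6 fold (log2 fold changes 3.67, SE 0.18, and 4.68, SE 0.18), and that of hsp-16.41 rose 17.2 fold and 26.6 fold. At the high dose alone, hsp-43 rose (log2 fold change 1.69, SE 0.18, adjusted p = 6.69e-04 from limma), while hsp-12.1 decreased by 1.54 on the log2 scale (SE 0.25, adjusted p = 0.00450 from limma) and hsp-3, an endoplasmic reticulum chaperone, by 0.61 on the log2 scale (SE 0.12, adjusted p = 0.00973 from limma). Of 21 hsp genes measured, 11 were up regulated and 2 down regulated at the high dose (12 and 2 when adjusted over the list alone), and 3 were up regulated at the low dose (5 when adjusted over the list alone). The set stood higher than other genes at the high dose (limma's camera, adjusted p = 2.55e-04) and at the low dose (adjusted p = 4.36e-06). Neither call held with an estimated correlation (adjusted p = 0.104 with an estimated correlation at the high and 0.0735 at the low dose in limma). The probesets of hsp-70, hsp-43 and hsp-3 are marked _s_at.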

HSP-70 is a member of the hsp70 family of molecular chaperones, involving in general stress response, including response to heat and cadmium exposure, in *C. elegans* [30], [53]. We found that *hsp-70* RNAi leads to increased lethality in arsenic exposure conditions (Figure 2D). Arsenic toxicity leads to induced HSP70 in other systems including *Xenopus laevis* embryos [54], and broiler chickens [55]. Oxidative stress, the central component of heat shock response, is also induced by arsenic [56].

**Figure 2:**
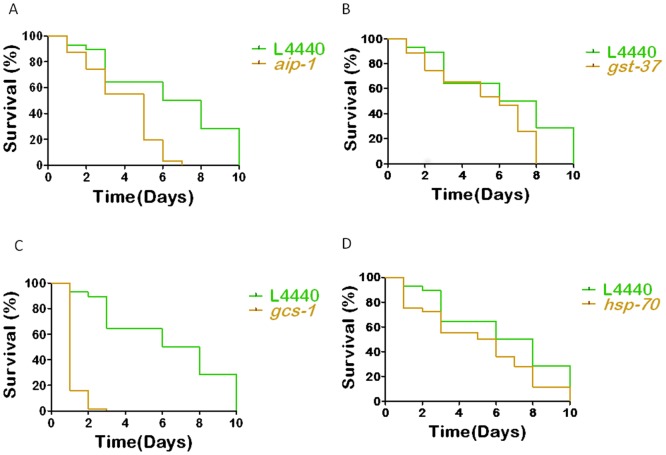
Arsenic induced genes mediate stress response. (A) *aip-1, p<0.0001*, (B) *gst-37, p = 0.0085*, (C) *gcs-1, p<0.0001* and (D) *hsp-70, p = 0.04*, RNAi results in lethality in *C. elegans* exposed to sodium arsenite.

**Table 2:** Oxidative stress and iron metabolism related gene expression is altered upon arsenic exposure in *C. elegans*.

Gene class	Gene symbol	*P*-value	Fold change
Glutathione S-Transferase	*gst-1*	7.05368E-08	3.67142
	*gst-2*	1.23816E-06	16.4022
	*gst-3*	0.000598368	2.02115
	*gst-4*	9.15939E-09	7.60112
	*gst-5*	3.92978E-10	12.8611
	*gst-6*	6.35087E-08	3.62039
	*gst-7*	7.37605E-08	4.92498
	*gst-8*	0.000617048	2.08152
	*gst-9*	1.05337E-06	10.5567
	*gst-10*	1.08689E-05	1.58882
	*gst-12*	2.51366E-08	32.4796
	*gst-13*	2.19643E-08	7.52696
	*gst-14*	3.17455E-06	5.83786
	*gst-16*	3.30181E-09	16.8344
	*gst-19*	4.29809E-08	−8.44166
	*gst-20*	3.22626E-07	4.16523
	*gst-22*	2.83887E-05	1.85819
	*gst-23*	0.00140456	−1.38266
	*gst-25*	2.85006E-09	29.8987
	*gst-26*	1.01402E-08	−7.46037
	*gst-27*	6.8661E-11	−3.00299
	*gst-28*	4.10692E-06	−3.23139
	*gst-29*	0.00104296	−1.92675
	*gst-30*	2.74896E-10	64.4519
	*gst-31*	6.48964E-07	9.26347
	*gst-36*	0.00580448	1.21481
	*gst-38*	2.6131E-10	44.4153
	*gst-39*	1.262E-08	3.78938
	*gst-40*	4.63406E-09	9.47291
	*gst-42*	1.24648E-07	−2.85235
	*gstk-1*	0.000165975	−1.60882
	*gsto-2*	2.68578E-06	4.99268
	*gsto-3*	1.13627E-07	5.62192
Superoxide dismutase	*sod-1*	0.000634797	1.35592
	*sod-2*	0.00234654	−1.27465
	*sod-4*	0.000138537	2.49845
Glutathione diSulfide Reductase	*C46F11.2*	4.28943E-09	3.27018
Flavin-containing MonoOxygenase	*fmo-1*	0.000092521	1.52425
	*fmo-2*	9.40436E-07	3.03595
	*fmo-3*	0.000199546	−1.34887
	*fmo-5*	5.92737E-05	−1.60891
Glutamate Synthase	*W07E11.1*	0.00131395	−1.54529
Catalase	*ctl-1/ctl-3*	1.96717E-06	2.33936
	*ctl-2*	3.94594E-07	−1.81633
Glutathione Peroxidase	*C11E4.1*	9.01179E-05	−2.21564
	*F26E4.12*	0.000013568	2.04773
	*R05H10.5*	9.17508E-06	4.41822
	*R03G5.5*	4.31118E-05	−1.34898
Heat Shock Protein	*hsp-1*	5.78737E-05	1.52653
	*hsp-12.1*	2.25089E-05	−2.3433
	*hsp-12.2*	0.00731473	−1.24178
	*hsp-16.1/hsp-16.11*	1.09759E-07	14.9708
	*hsp-16.2*	6.75136E-08	31.7514
	*hsp-16.41*	5.15451E-09	37.3042
	*hsp-16.48/hsp-16.49*	8.17801E-09	11.9585
	*hsp-17*	1.89686E-05	2.13635
	*hsp-25*	0.0102672	−1.22664
	*hsp-3*	0.00126013	−1.48891
	*hsp-4*	0.000494313	1.39174
	*hsp-43*	8.36411E-06	2.87926
	*hsp-6*	7.8582E-07	4.9375
	*hsp-70*	8.41166E-09	53.7595
	*F44E5.4*	2.85528E-09	18.5558
Hedgehog-like Proteins	*grl-10*	2.49496E-05	−1.94499
	*grl-14*	2.3101E-07	2.2902
	*grl-4*	0.00135253	1.45752
	*grl-7*	2.50635E-05	−1.86634
	*wrt-6*	−1.33577	2.49E-03
	*wrt-1*	−1.38953	1.43E-04
	*grd-12*	−1.41453	1.18E-02
	*wrt-8*	−1.46887	8.54E-03
	*grd-11*	−1.4916	4.22E-03
	*grd-2*	−1.56007	1.09E-03
	*grd-5*	−1.58758	9.18E-06
	*qua-1*	−1.49428	6.25E-04
	*hog-1*	−1.61787	3.75E-05
	*wrt-3*	−1.84712	6.93E-04
	*wrt-4*	−1.95916	6.27E-07
	*wrt-2*	−2.25742	5.30E-05
	*grd-10*	−2.55	3.99E-05
	*grd-3*	−2.9124	1.51E-05
	*grd-1*	−3.13208	4.69E-05
	*wrt-10*	−4.24045	3.56E-08
Transcription Factor	*skn-1*	0.000524389	2.10743
NADH Oxidase	*F56D5.3*	4.55012E-07	42.8716
Mitochondrial Iron Transporter Sideroflexin	*sfxn-2*	4.77799E-05	−2.22696
	*sfxn-2*	0.000478497	−2.32737
	*sfxn-5*	8.57816E-06	−1.976
Ferritin	*ftn-1*	2.59928E-08	55.3853
	*ftn-2*	5.85469E-06	2.36642
Ferroportin	*fpn-1.1*	7.19801E-09	6.49655
	*fpn-1.2*	7.73361E-06	−2.11996

### Oxidative stress- response genes are induced due to sodium arsenite exposure

Our microarray data revealed that genomic response of *C. elegans* to sodium arsenite exhibits characteristics of global oxidative stress response (Fig. 3). 

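Genes of glutathione synthesis and NADPH supply changed in both directions at the high dose, and more regulators of stress responses were up than down regulated. The gene gcs-1, which encodes the rate-limiting enzyme of glutathione synthesis, rose from 11.22 ± 0.09 (SD, n = 3) in control worms to 12.91 ± 0.17 (SD, n = 3) at the low dose and 14.14 ± 0.19 (SD, n = 3) at the high dose (log2 fold changes 1.69, SE 0.14, adjusted p = 0.00129, and 2.92, SE 0.14, adjusted p = 1.69e-05, from limma). Cysteine metabolism gene cbl-1 rose 4.06 fold and 4.02 fold, and nit-1 rose 4.94 fold and 7.25 fold. The cytosolic isocitrate dehydrogenase gene idh-1, a source of NADPH, fell from 13.98 ± 0.08 (SD, n = 3) to 12.88 ± 0.04 (SD, n = 3) at the high dose (adjusted p = 5.29e-04 from limma), and cth-1 decreased by 0.91 (SE 0.13). Of 14 genes of glutathione synthesis and NADPH supply, 7 were up and 5 down regulated at the high dose (7 and 5 also when adjusted over the list alone), and 5 were up and 0 down regulated at the low dose in limma (7 and 0 when adjusted over the list alone, and 7 and 0 at an unadjusted p under 0.05). As a set they did not pass the test against other genes at the high dose (limma's camera, adjusted p = 0.0630; adjusted p = 0.364 with an estimated correlation). The low dose count was 3 without any 1 of control replicates 1, 2 and 3 or low dose replicates 2 and 3. The set stood higher than other genes at the low dose (limma's camera, adjusted p = 1.24e-06, or adjusted p = 0.0516 with an estimated correlation). The list holds cbl-1 (C12C8.2) and nit-1, which are genes of Table 1, and gcs-1, tested by RNAi and qRT-PCR in the study. These genes were chosen in the study on these samples, so the set is not wholly independent evidence. Among 17 regulators of stress responses, wdr-23, whose product limits SKN-1, rose 4.22 fold at the high dose (log2 fold change 2.08, SE 0.16, adjusted p = 1.26e-04 from limma, _s_at probeset) and kgb-1, a stress-activated kinase gene on an _s_at probeset, rose 1.98 fold (adjusted p = 0.0109 from limma). Of these 17 regulators, 10 were up and 2 down regulated at the high dose (11 and 2 when adjusted over the list alone), as a set higher than other genes (limma's camera, adjusted p = 3.37e-04; adjusted p = 0.0403 with an estimated correlation). The paper concludes that the response to sodium arsenite has features of oxidative stress, citing its overlap with the responses to paraquat and hyperbaric oxygen. The same section of the paper gives enriched ontology categories and changes of glutathione S-transferase, catalase, superoxide dismutase, glutathione peroxidase and NADH oxidase genes.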

Oxidative stress from arsenic exposure might result from production of Reactive Oxygen Species (ROS), such as superoxide, hydrogen peroxide, or hydroxyl radical by arsenicals, or from release of iron from ferritin or through induction of heme oxygenase. Increased biosynthesis of defensive enzymes responsive to oxidative stress has been described in both prokaryotes and eukaryotes. We compared our arsenic-response microarray data with previously published *C. elegans* global stress-response results. 

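Table S5 holds genes that the paper lists under both high dose arsenic and hyperbaric oxygen, and most of them rose in the high dose arrays, whereas most genes of Table S4, listed under both arsenic and paraquat, fell. Of 120 genes of Table S5 measured here, 87 were up regulated and 16 down regulated at the high dose, with a median log2 fold change of 1.33, and 33 were up regulated at the low dose. Of 156 genes of Table S4 measured here, 29 were up regulated and 87 down regulated at the high dose, with a median log2 fold change of -0.48, and 4 were up regulated at the low dose. The copies used here hold 129 rows for Table S5 and 174 for Table S4, fewer than the genes that the paper's figures count, so no test of overlap was made. The lists were chosen in the study on these samples and are not independent evidence of a direction.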

*C. elegans*' response to both, paraquat- induced stress [57] (Fig. 3A, Table S4), and hyperbaric oxygen-induced stress [58] (Fig. 3B, Table S5) showed significant overlap with our arsenic-response microarray data. We performed Gene Ontology (GO) Term enrichment analysis on our high dose arsenic response data (Figure 1C) along with paraquat and hyperbaric oxygen stress data (Figure 3C and 3D). General stress related GO categories, such as ‘unfolded protein binding’, ‘protein folding’, ‘protein transport’, and proteolysis were found to be enriched under high dose arsenic exposure conditions (Fig. 1C). 

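Most proteasome genes and 10 of 21 autophagy genes were up regulated at the high dose, while genes of the endoplasmic reticulum list changed in both directions. The proteasome genes pas-7 of the core particle and rpn-13 of the regulatory particle rose 2.37 fold and 2.25 fold (log2 fold changes 1.24, SE 0.17, adjusted p = 0.00206, and 1.17, SE 0.12, adjusted p = 5.28e-04, from limma, both on _s_at probesets), and rpn-2 rose 2.04 fold. Of 33 proteasome genes, 30 were up and 0 down regulated at the high dose (32 and 0 when adjusted over the list alone, and 32 and 0 at an unadjusted p under 0.05), with a median log2 fold change of 0.71. As a set they stood higher than other genes (limma's camera, adjusted p = 9.50e-18; adjusted p = 0.0213 with an estimated correlation). The autophagy gene lgg-2 rose from 11.88 ± 0.13 (SD, n = 3) in control worms to 13.83 ± 0.05 (SD, n = 3) at the high dose, and bec-1 and sqst-1, on probesets marked _s_at and _x_at, rose 4.74 fold and 5.72 fold. Of 21 autophagy genes, 10 were up regulated in limma at the high dose (11 when adjusted over the list alone), as a set higher than other genes (limma's camera, adjusted p = 1.54e-07; adjusted p = 0.0183 with an estimated correlation). Of 37 chaperonin and DnaJ genes, 9 were up regulated, among them cct-7 (log2 fold change 0.96, SE 0.15, adjusted p = 0.00356 from limma) and dnj-13 (log2 fold change 1.08, SE 0.12, adjusted p = 8.24e-04 from limma), and 4 were down regulated (10 and 4 when adjusted over the list alone). Of 16 genes of the unfolded protein response of the endoplasmic reticulum, 3 were up and 4 down regulated (4 and 4 when adjusted over the list alone), with the regulator genes xbp-1 and pek-1, the latter on an _x_at probeset, up 1.55 fold and 2.59 fold. The chaperone genes hsp-3 and pdi-2, on _s_at probesets, and pdi-6 decreased by 0.61 (SE 0.12), 0.88 (SE 0.11) and 0.62 (SE 0.13), and hsp-4, on an _s_at probeset, rose by 0.39 (SE 0.10) on the log2 scale. Of 10 genes of the mitochondrial unfolded protein response, hsp-6 and atfs-1 were up regulated (4 when adjusted over the list alone), hsp-6 by 1.89 fold on its brighter probeset and 3.73 fold on the mean of its probesets. Gene ontology categories were not tested here, the count of 7 of the endoplasmic reticulum list was 4 without control replicate 2, and that of 2 of the mitochondrial list was 1 without high dose replicate 2.

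**Figure D3:**
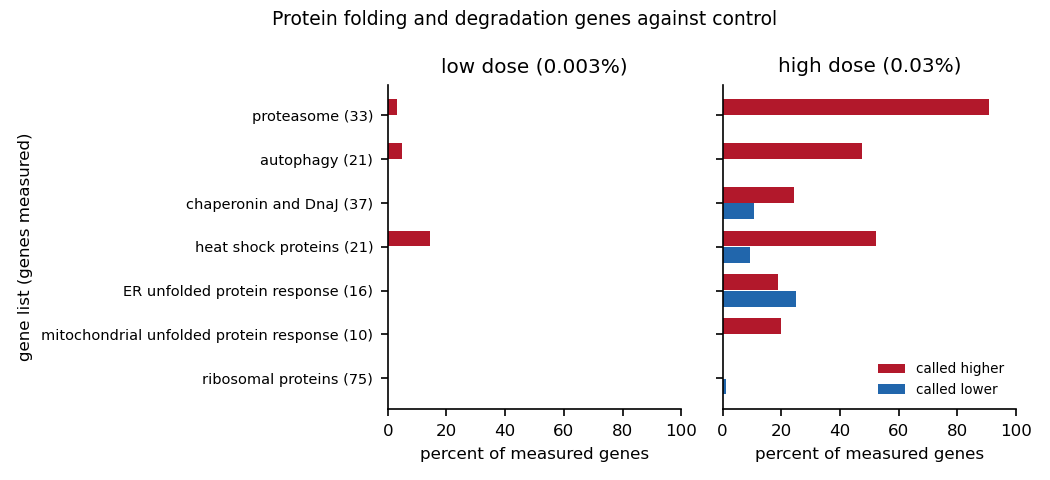
Percent of the genes measured in 7 lists that were differentially expressed at the low dose (left) and at the high dose (right), split by direction. At the high dose 90.9% of proteasome genes and 47.6% of autophagy genes were up regulated, and 1.33% of ribosomal protein genes were down regulated.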

Some of the protein folding, and transport related GO term enrichments were also present in paraquat stress data but not in hyperbaric oxygen stress data (Fig. 3C, D), suggesting that arsenic and paraquat result in similar functional responses in *C. elegans*. Interestingly, expression of zinc ion binding gene classes was depleted in all of these stresses (Fig. 1C, 3C–D). The essential trace element zinc is broadly required in cellular functions, and disturbances in zinc homeostasis cause a range of health problems that include growth retardation, immunodeficiency, neuronal and sensory dysfunctions [59].

**Figure 3:**
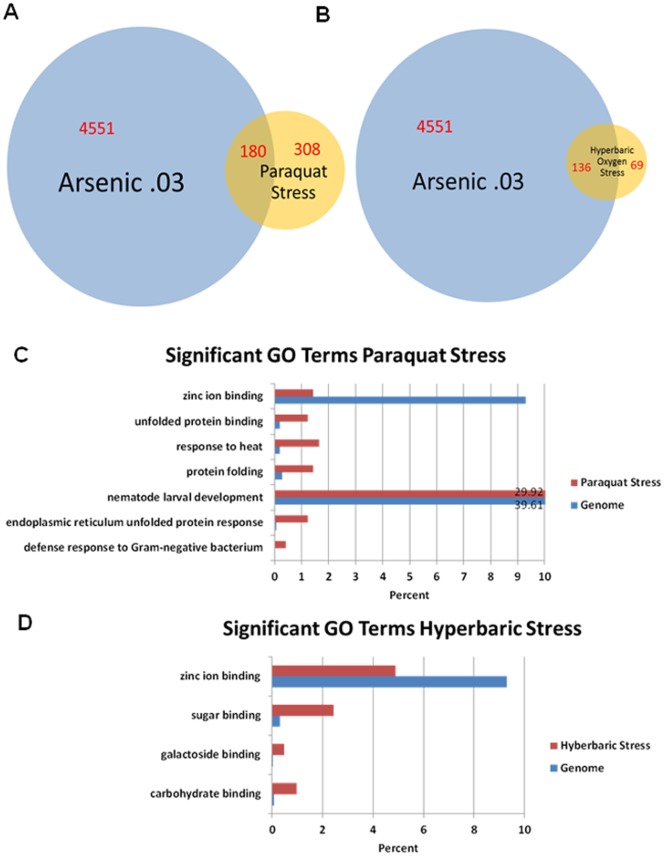
Genome-wide expression profile comparisons of *C. elegans* genes regulated by arsenic and oxidative stress. (A) A Venn diagram illustrating number of genes expressed at high dose arsenic exposure, paraquat exposure, and overlap among these data. (B) A Venn diagram illustrating number of genes expressed at high dose arsenic exposure, hyperbaric oxygen exposure, and overlap among these data. (C) Enrichment of gene ontology categories for genes differentially expressed at paraquat exposure. (D) Enrichment of gene ontology categories for genes differentially expressed at hyperbaric oxygen exposure.

Glutathion S-transferases (GSTs) are essential detoxifying enzymes that constitute up to 10% of cytosolic protein in some mammalian organs, and catalyze the conjugation of reduced glutathione on a wide variety of substrates [60], [61]. This activity detoxifies endogenous compounds such as peroxidised lipids [62]. GSTs may also bind toxins and function as transport proteins [63]. *C. elegans* genome possesses a large number of GST genes. 

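Enzymes of the glutathione S-transferase family, which act in the second phase of detoxification, did not all rise: gst-19, gst-26, gst-28 and gst-42 fell at the high dose. The decrease of gst-26 was 2.69 on the log2 scale (SE 0.12, adjusted p = 1.16e-05 from limma) and that of gst-42 1.64 on the log2 scale (SE 0.11, adjusted p = 6.90e-05 from limma). The decrease of gst-19 was 3.76 on the log2 scale (SE 0.28, adjusted p = 1.08e-04 from limma), on an _s_at probeset. The increases at the high dose included gst-5, 13.3 fold, gst-13, 7.63 fold, and gst-16, on an _s_at probeset, with a log2 fold change of 4.01 (SE 0.14). In all, 22 members of the family were up regulated and 8 down regulated at the high dose (22 and 8 also when adjusted over the list alone), or 66.7% of those measured. The set stood higher than other genes there (limma's camera, adjusted p = 6.58e-07, median log2 fold change 0.65; adjusted p = 0.0814 with an estimated correlation). Of the 32 genes of this class in Table 2 with a probeset of their own, 29 were differentially expressed in the direction given there. Table 2 was chosen in the study on these samples and is not independent evidence.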

We found that sixty seven percent of (thirty three of forty nine) the *C. elegans gst* genes are differentially expressed upon arsenic exposure (Table 2). 

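Genes of peroxide and methionine sulfoxide reduction went in both directions at the high dose. The glutathione peroxidase gene gpx-2 rose 5.98 fold, from 9.20 ± 0.20 (SD, n = 3) in control worms to 11.78 ± 0.25 (SD, n = 3) (log2 fold change 2.58, SE 0.22, adjusted p = 2.09e-04 from limma), while gpx-5 decreased by 1.21 on the log2 scale (SE 0.15, adjusted p = 0.00119 from limma). The catalase gene ctl-2, on an _s_at probeset, decreased by 1.07 on the log2 scale (SE 0.13, adjusted p = 9.38e-04 from limma), and the mitochondrial peroxiredoxin gene prdx-3 by 0.80 (SE 0.12). The other catalase row of Table 2, ctl-1/ctl-3, which rose in the paper, was not measured here. The Affymetrix control probesets of catalase were higher by 1.56, 1.23 and 1.54 on the log2 scale at the high dose than in control worms, without a test. The extracellular superoxide dismutase gene sod-4 rose 2.69 fold, and sod-1 and sod-2 had log2 fold changes of 0.38 (SE 0.12, adjusted p = 0.0717 from limma) and -0.34 (SE 0.13, adjusted p = 0.116 from limma), which did not pass the test. The methionine sulfoxide reductase gene msra-1 rose 15.5 fold and the glutathione reductase gene gsr-1 rose 2.90 fold. Of 23 antioxidant enzyme genes, 6 were up and 4 down regulated at the high dose (7 and 5 when adjusted over the list alone) and 2, msra-1 and gsr-1, were up regulated at the low dose (6 up and 1 down when adjusted over the list alone). As a set they were not apart from other genes at the high dose (limma's camera, adjusted p = 0.481, median log2 fold change 0.03). At the low dose the adjusted p from limma's camera was 0.0361 (adjusted p = 0.207 with an estimated correlation). Of the flavin-containing monooxygenase genes of Table 2, fmo-2 rose 2.72 fold and fmo-5, on an _s_at probeset, decreased by 0.92 (SE 0.12). W07E11.1, the glutamate synthase gene, decreased by 1.38 (SE 0.10) on its brightest probeset. The mean of its probesets gave a smaller decrease, nearer to the paper's.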

Other genes encoding antioxidant enzymes such as catalase, superoxide dismutase, and glutathione peroxidase are differentially expressed in arsenic-exposed *C. elegans* (Table 2). Lynn et. al. [64] reported that arsenite activates NADH oxidase to produce superoxide, which then causes oxidative DNA damage. We found that putative NADH oxidase encoding gene F56D5.3 is upregulated 43 fold in arsenic exposed *C. elegans* (Table 2). 

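F56D5.3, the putative NADH oxidase gene, rose with the dose. Its level was 8.82 ± 0.14 (SD, n = 3) in control worms, 11.78 ± 0.25 (SD, n = 3) at the low dose and 14.05 ± 0.11 (SD, n = 3) at the high dose. This is 7.78 fold at the low dose (log2 fold change 2.96, SE 0.16, adjusted p = 1.05e-04 from limma) and 37.6 fold at the high dose (log2 fold change 5.23, SE 0.16, adjusted p = 2.36e-06 from limma). The doses differed by 2.27 (SE 0.16) on the log2 scale (adjusted p = 1.43e-04 from limma). F56D5.3 is listed in Tables 1 and 2, which were chosen in the study on these samples.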

Recent studies revealed an association between sonic hedgehog signaling and oxidative stress in several different tissues including rat brain and mouse bone marrow [65], [66]. Twenty of the fifty eight hedgehog related genes of *C. elegans*, found to be differentially expressed upon arsenic exposure (Table 2). 

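Most hedgehog-related genes that changed at the high dose fell, among them members of the warthog (wrt) and groundhog (grd) classes. The level of wrt-10 was 13.27 ± 0.15 (SD, n = 3) in control worms, 13.21 ± 0.09 at the low dose and 10.78 ± 0.20 (SD, n = 3) at the high dose, a decrease of 2.49 on the log2 scale (SE 0.14, adjusted p = 3.08e-05 from limma) at the high dose on an _s_at probeset. The gene grd-10 decreased by 1.64 on the log2 scale (SE 0.18, adjusted p = 6.18e-04 from limma), wrt-3 by 0.99 (SE 0.15), wrt-4 by 1.08 (SE 0.12) and grl-10 by 1.04 (SE 0.16), those of wrt-3 and wrt-4 on _s_at probesets. The ground-like gene grl-14 rose, with a log2 fold change of 1.14 (SE 0.20, adjusted p = 0.00622 from limma), and grl-4 rose 1.50 fold, with an adjusted p of 0.0273 from limma. The gene grl-18 fell at the low dose from 5.79 ± 0.20 (SD, n = 3) to 3.15 ± 0.17 (SD, n = 3), both dim (log2 fold change -2.65, SE 0.16, adjusted p = 1.95e-04 from limma). Of 54 hedgehog-related genes measured, 2 were up and 16 down regulated at the high dose (3 and 17 when adjusted over the list alone). The set stood lower than other genes (limma's camera, adjusted p = 0.0120, median log2 fold change -0.31; adjusted p = 0.167 with an estimated correlation). The count of 18 genes was 11 without control replicate 1. Of the 20 genes of this class in Table 2, a list chosen in the study on these samples, 16 changed in the direction given there.

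**Figure D4:**
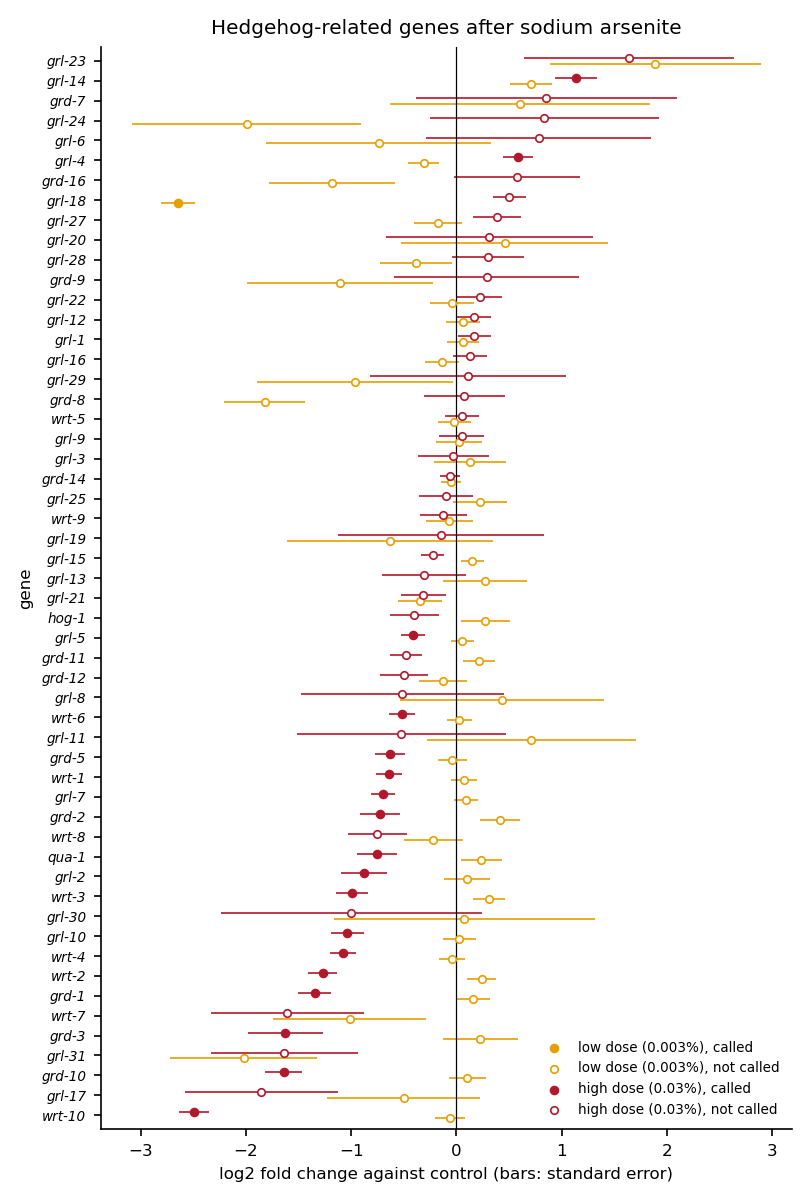
Log2 fold change against control, with its standard error, of the 54 hedgehog-related genes measured at the low dose and the high dose; filled points passed the limma test. At the high dose 16 filled points lie left of 0 and 2 lie right of it.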

Functions of sonic hedgehog signaling genes in arsenic toxcicity and protection remain to be seen.

### Arsenic-induced perturbations in iron metabolism may lead to oxidative stress

Almost all cells utilize iron as a cofactor for essential biochemical activities, such as oxygen transport, energy metabolism and DNA synthesis. However, iron catalyses the propagation of ROS and generation of highly reactive radicals through fenton chemistry, hence, free iron is potentially toxic to cells [67], [68]. Much of the excess intracellular iron is stored in the cytosol, bound to ferritin. Very little is known about the interaction of the species of arsenic with free iron at the cellular level. Release of iron from ferritin is an under investigated possible mechanism of arsenic induced oxidative stress. It has been shown that arsenic species can cause release of iron from horse spleen ferritin *in vitro* [69]. Iron administration into HeLa cells leads to increased ferritin mRNA levels [70]. 

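The iron storage genes ftn-1 and ftn-2 encode the ferritin subunits of C. elegans. The level of ftn-1 was 8.38 ± 0.17 (SD, n = 3) in control worms, 10.95 ± 0.06 (SD, n = 3) at the low dose and 14.51 ± 0.06 (SD, n = 3) at the high dose. It rose 5.96 fold at the low dose (log2 fold change 2.58, SE 0.12, adjusted p = 5.96e-05 from limma) and 70.3 fold at the high dose (log2 fold change 6.13, SE 0.12, adjusted p = 1.10e-06 from limma). The level of ftn-2 was already 14.17 ± 0.10 (SD, n = 3) in control worms and was 14.98 ± 0.07 (SD, n = 3) at the high dose, 1.76 fold higher (log2 fold change 0.82, SE 0.11, adjusted p = 0.00146 from limma). Its log2 fold change of 0.21 (SE 0.11, adjusted p = 0.515 from limma) at the low dose did not pass the test. Both genes were measured by _s_at probesets.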

We found that ferritin encoding genes of *C. elegans*, *ftn-1*, and *ftn-2* are upregulated upon sodium arsenite exposure (table 2). There is strong experimental support suggesting a protective role for ferritin against oxidative stress. Both transcriptional and posttranscriptional mechanisms have been implicated in ferritin induction by oxidants, such as ROS, and nitric oxide [71], [72]. 

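The ferroportin genes, whose products export iron from cells, moved apart. The level of fpn-1.1 was 9.62 ± 0.05 (SD, n = 3) in control worms, 11.04 ± 0.25 (SD, n = 3) at the low dose and 12.21 ± 0.05 (SD, n = 3) at the high dose, with log2 fold changes of 1.42 (SE 0.14, adjusted p = 0.00263 from limma) and 2.60 (SE 0.14, adjusted p = 2.46e-05 from limma). The level of fpn-1.2 was 9.50 ± 0.24 (SD, n = 3) in control worms and 7.64 ± 0.25 (SD, n = 3) at the high dose, a decrease of 1.86 on the log2 scale (SE 0.18, adjusted p = 4.21e-04 from limma). The log2 fold change of fpn-1.2 at the low dose, -0.12 (SE 0.18, adjusted p = 0.863 from limma), did not pass the test.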

*C. elegans* homologs of iron transporter ferroportin, *fpn-1.1* and *fpn-1.2* are also differentially expressed against sodium arsenite (Table 2). Sideroflexins are recently discovered mitochondrial multiple transmembrane proteins with unknown function, which are associated with iron accumulation in mitochondria [73]. We found that *C. elegans* sideroflexin genes *sfxn-2* and *sfxn-5* are downregulated upon arsenic exposure. 

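The sideroflexin genes sfxn-2 and sfxn-5 fell at the high dose. The level of sfxn-5 was 11.35 ± 0.06 (SD, n = 3) in control worms and 9.94 ± 0.29 (SD, n = 3) at the high dose, a decrease of 1.41 on the log2 scale (SE 0.16, adjusted p = 8.89e-04 from limma), on an _s_at probeset. The level of sfxn-2 was 9.45 ± 0.19 (SD, n = 3) and 8.42 ± 0.30 (SD, n = 3), a decrease of 1.03 on the log2 scale (SE 0.18, adjusted p = 0.00673 from limma). Their log2 fold changes at the low dose were -0.09 (SE 0.16) and 0.02 (SE 0.18), with adjusted p of 0.896 and 0.977 from limma.

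**Figure D5:**
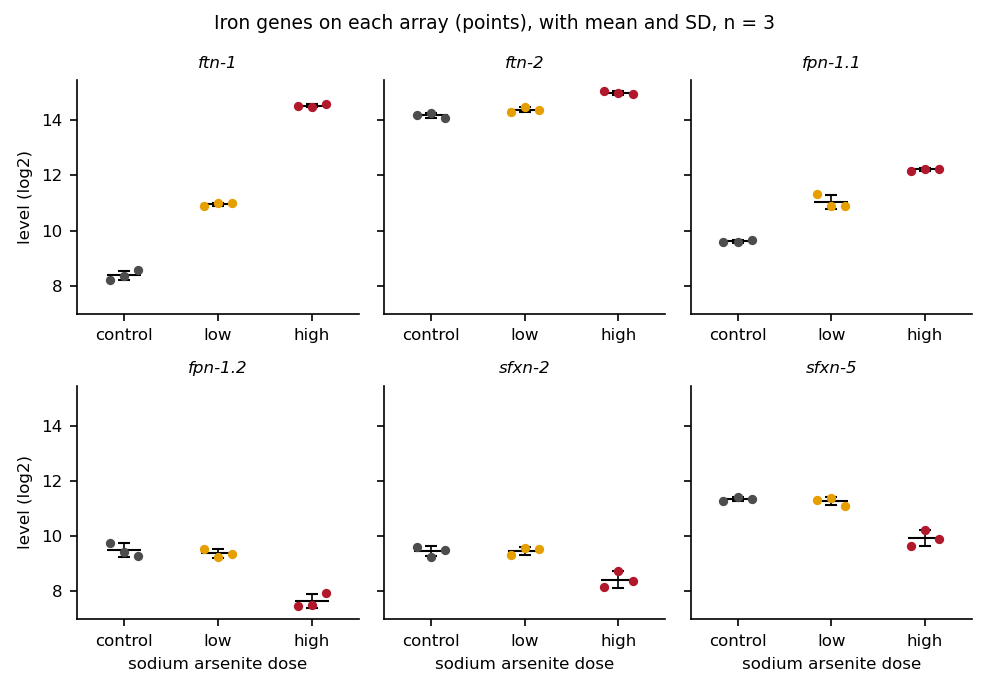
Level (log2) of 6 iron genes of Table 2 on each array of control, low dose and high dose worms, with mean and SD (n = 3). The high dose arrays lie above all control arrays for ftn-1, ftn-2 and fpn-1.1 and below them for fpn-1.2, sfxn-2 and sfxn-5.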

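Beyond the ferritin, ferroportin and sideroflexin genes, aco-1 and hrg-3 of the iron handling list also changed at the high dose. The cytosolic aconitase gene aco-1, whose mammalian counterpart is an iron regulatory protein, was 12.04 ± 0.08 (SD, n = 3) in control worms and 10.78 ± 0.24 (SD, n = 3) at the high dose, a decrease of 1.26 on the log2 scale (SE 0.15, adjusted p = 9.39e-04 from limma). The haem export gene hrg-3 rose 25.7 fold (log2 fold change 4.68, SE 0.40, adjusted p = 2.19e-04 from limma) from a dim control level of 2.78 ± 0.77 (SD, n = 3). Of 20 iron handling genes, 4 were up and 5 down regulated at the high dose (4 and 5 also when adjusted over the list alone), and ftn-1 and fpn-1.1 were up regulated at the low dose (2 up and 0 down when adjusted over the list alone). The list as a set was not apart from other genes at the high dose (limma's camera, adjusted p = 0.742). Its median log2 fold change was -0.01 and its mean 0.38, which differ in sign, and the median turned positive, at 0.00378, with each array centred on its median.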

Altogether, our data suggest that arsenic may induce perturbations in proteins involved in iron metabolism.

### Genomic response to arsenic versus cadmium in *C. elegans*

Heavy metals such as copper, zinc, cadmium, and metalloids such as arsenic, are major environmental toxicants that are associated with a variety of human diseases. In spite of extensive research on the pathogenesis of human diseases which are linked to environmental heavy metal and metalloid exposure, the fraction of the molecular mechanisms of pathogenesis induced by these agents, that shared, is not known at the genomic level. We compared *C. elegans*' response to cadmium and arsenic using previously published microarray dataset [38]. Using the same threshold for both cadmium and arsenic response datasets (1.5 fold p<0.0001), we found a significant overlap between affected genes (Fig. 1A,B, Fig. S3, Table S3). 

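Genes of metal handling changed in both directions at the high dose. The metallothionein gene mtl-2 decreased by 2.13 on the log2 scale (SE 0.11, adjusted p = 2.01e-05 from limma), on an _x_at probeset, and the aquaporin gene aqp-1 decreased by 2.23 on the log2 scale (SE 0.14, adjusted p = 5.49e-05 from limma). The cadmium-responsive gene cdr-4 was 10.88 ± 0.17 (SD, n = 3) in control worms, 13.09 ± 0.13 at the low dose and 14.18 ± 0.09 (SD, n = 3) at the high dose (adjusted p = 1.95e-04 and 7.15e-06 from limma). The transporter genes hmt-1 and mrp-1, which act in heavy metal tolerance, rose 8.60 fold and 3.82 fold at the high dose, these 3 genes on _s_at probesets. Of 28 genes of metal response and arsenite transport, 7 were up and 8 down regulated at the high dose (7 and 8 also when adjusted over the list alone), the set not standing apart from other genes (limma's camera, adjusted p = 0.742). At the low dose 4 were up and 2 down regulated (7 and 4 when adjusted over the list alone; limma's camera, adjusted p = 0.0365; adjusted p = 0.291 with an estimated correlation), and this count of 6 was 2 without control replicate 1 or 2 or low dose replicate 2 or 3, and 3 without control replicate 3 or low dose replicate 1. At 1.5 fold and an unadjusted p below 0.0001, 538 genes were up and 457 down regulated at the high dose, 995 in all, and 114 up and 28 down regulated at the low dose, 142 in all. At this threshold 3 proteasome genes, 8 autophagy genes, 2 chaperonin and DnaJ genes, 2 stress transcription regulators and 20 nuclear hormone receptors passed at the high dose. The cadmium data were not analysed here.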

We performed Gene Ontology (GO) term enrichment analysis on cadmium microarray expression data. Some of the protein folding, and transport related GO term enrichments were present in cadmium response data (Fig. S3A, B). Expression of zinc ion binding gene classes was depleted in cadmium data, similar to our findings regarding arsenic, paraquat stress, and hyperbaric oxygen stress data. GO class of ‘nematode larval development’ was found to be enriched in cadmium response data but not in arsenic response data, suggesting that different developmental consequences may arise against arsenic and cadmium in *C. elegans*.

Robinson et al. reported arsenic- and cadmium-induced toxicogenomic response in mouse embryos undergoing neurulation. They examined the dose-dependent effects of arsenics and cadmium on gene expression in association with increased embryotoxicity in C57BL/6J mouse embryos, and identified overlapping and non-overlapping metal-induced gene expression alterations [74]. They found that 1960 and 775 genes identified to be significantly altered by arsenic and cadmium, respectively (F-test, pb0.0001), and 116 of these genes overlapping between these two populations. Understanding genomic level responses to different heavy metals will help to resolve shared mechanisms of heavy metal- induced diseases.

### Genomic responses of *C. elegans* to environmental contamination can be used as an ecotoxicogenomics tool

Arsenic is ubiquitous throughout the earth crust in different complex forms with pyrites [75], can easily dissociate from the complex and enter into ground water [1], and be taken up by microorganisms resulting in high levels of bio-availability [1], [2]. Because of these properties, arsenic is considered as an important environmental toxin. Menzel et al. used *C. elegans* as a bio-monitor to characterize sediment toxicity of German rivers Rhine and Elbe [76]. In that study, *C. elegans* were exposed to sediments of three German rivers, Danube, Rhine, Elbe; Danube being the cleanest, and Elbe is the most contaminated among the three rivers, based on chemical properties of the sediments, including arsenic levels. Using expression profile of *C. elegans* exposed to Danube sediment as a reference, they identified that 748 and 694 transcripts were significantly altered in Elbe and Rhine exposed animals, respectively. We wanted to address the question of how an expression profile identified against a particular pollutant, in our case arsenic, would correlate with an expression profile identified against contaminated river sediments. 

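Genes that the paper lists under both high dose arsenic and Elbe River sediment (Table S6) or Rhine River sediment (Table S7) were divided in direction in the high dose arrays. Of 185 genes of Table S6 measured here, 59 were up and 62 down regulated at the high dose, with a median log2 fold change of -0.29. Of 146 genes of Table S7 measured here, 48 were up and 42 down regulated, with a median log2 fold change of 0.11. Low dose exposure left 8 genes of Table S6 up and 6 down regulated, and 2 and 1 of Table S7. The 14 genes of Table S6 were 7 without control replicate 1 or low dose replicate 1, 8 without control replicate 2 or 3 or low dose replicate 3, and 6 without low dose replicate 2. The 3 of Table S7 were 1 without control replicate 1 or 3 or low dose replicate 2 or 3. Table S6 is held here with 194 rows and Table S7 with 151, fewer than its figure counts, so no overlap of Table S7 was tested. Both lists were chosen in the study on these samples, and the sediment data were not analysed here.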

We found bigger overlap between global arsenic response and response to Elbe, which is the most contaminated river in this study, with higher arsenic levels (Fig. 4, Table S6, S7). These results indicate that *C. elegans* may be used as an environmental bio-monitor, and meta- analysis of publicly available *C. elegans* expression microarray data will provide a platform to gain insights into complex environmental issues.

**Figure 4:**
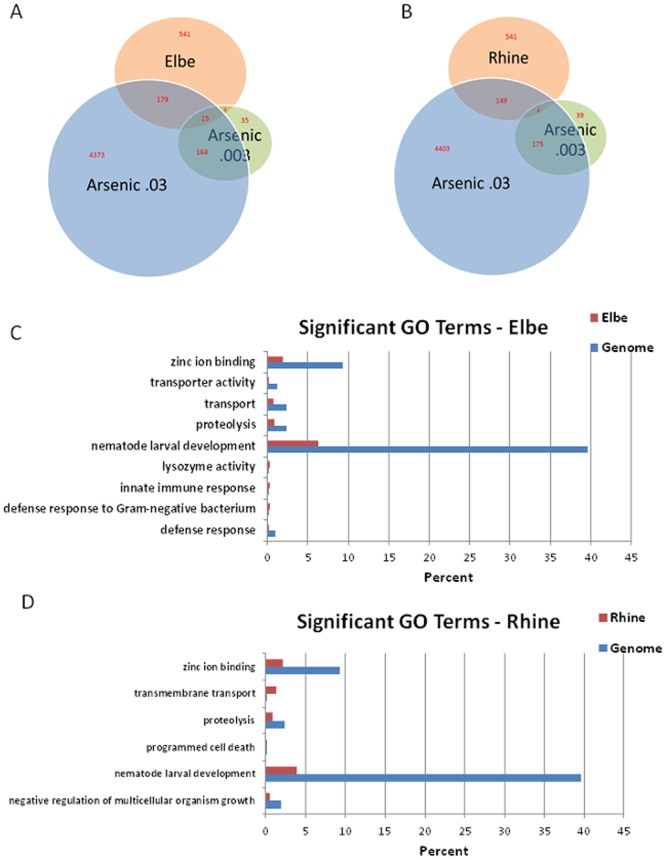
Genome-wide expression profile comparisons of *C. elegans* genes regulated by arsenic and river sediment toxicants. (A) A Venn diagram illustrating number of genes expressed at low and high dose arsenic exposure, Elbe River sediment exposure, and overlap among these data. (B) A Venn diagram illustrating number of genes expressed at low and high dose arsenic exposure, Rhine River sediment exposure, and overlap among these data. (C) Enrichment of gene ontology categories for genes differentially expressed at Elbe River sediment exposure. (D) Enrichment of gene ontology categories for genes differentially expressed at Rhine River sediment exposure.

### Discovering transcription factors of genomic response to arsenic exposure in *C. elegans* using FastMEDUSA

We utilized FastMEDUSA to compute TFs involved in the transcriptional response against high (0.03%) and low (0.003%) concentrations of arsenic in *C. elegans* (see Materials and Methods). We predicted ten consensus-significant TFs associated with high concentration of arsenic (Table 3). 

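Most of the transcription factors of Table 3 were themselves up regulated at the high dose. R06C1.6 rose from 7.86 ± 0.31 (SD, n = 3) in control worms to 10.35 ± 0.04 (SD, n = 3) at the high dose (log2 fold change 2.49, SE 0.25, adjusted p = 4.33e-04 from limma), and ztf-22, on an _x_at probeset, rose 3.71 fold (log2 fold change 1.89, SE 0.22, adjusted p = 8.26e-04 from limma). The helix-loop-helix gene mxl-2, on an _s_at probeset, rose 2.27 fold (log2 fold change 1.18, SE 0.17, adjusted p = 0.00277 from limma) and C32D5.1 (txt-18) rose 2.23 fold (log2 fold change 1.16, SE 0.20, adjusted p = 0.00613 from limma). The Dachshund gene dac-1 rose 2.62 fold with an adjusted p of 0.0135 from limma, which was 0.0507 without control replicate 2. Of the 10 factors, 8 were up regulated and 1, dnj-11, was down regulated (8 and 2 when adjusted over the list alone). When genes were set to up, down or unchanged at 1.5 fold in each replicate as the methods describe, 8 factors were up in a consistent way and dnj-11 and nhr-35 were not. The set stood higher than other genes (limma's camera, adjusted p = 2.37e-04; adjusted p = 0.0561 with an estimated correlation). The factors were chosen in the study on these samples, so this direction is not independent evidence.

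**Figure D6:**
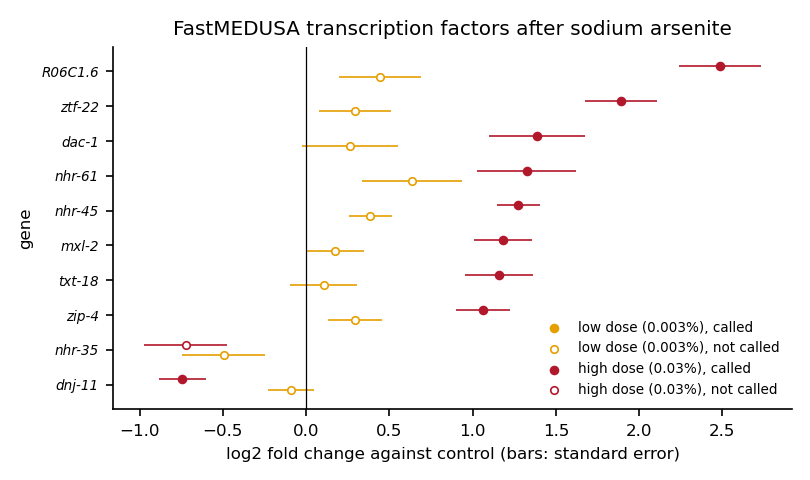
Log2 fold change against control, with its standard error, of the 10 transcription factors of Table 3 at the low dose and the high dose; filled points passed the limma test. At the high dose 8 filled points lie right of 0, and dnj-11 lies left of it.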

As the transcriptional response of *C. elegans* to low concentrations of arsenic was very minimal, FastMEDUSA did not find any significant TFs associated with this condition. 

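None of the 10 factors of Table 3 passed the limma test at the low dose, and 1 had an unadjusted p under 0.05. Their median log2 fold change there was 0.28, against 1.23 at the high dose. R06C1.6 was 8.31 ± 0.45 (SD, n = 3) at the low dose and mxl-2 was 10.62 ± 0.17 (SD, n = 3). When every gene was set to up, down or unchanged at 1.5 fold in each replicate, 684 genes were up and 580 down at the low dose, 1264 in all, and 1746 were up and 1541 down at the high dose, 3287 in all. The low dose total was 2061, 2128 and 2101 without low dose replicates 1, 2 and 3, and 499 with the dimmest 25% of genes left out.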

We also predicted significant TF-gene associations based on FastMEDUSA models and plotted them in a network (Figure S4, Table S8).

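The predicted targets of Table S8 that could be measured rose at the high dose in nearly every case. Of 248 distinct target genes, 235 were up regulated and 13 did not pass the test, with a median log2 fold change of 1.33. Of these targets, 37 were differentially expressed at the low dose. Of the 56 targets given for nhr-45, 55 were up regulated, and of the 56 given for dac-1, 53 were. The smallest of these sets were those of dnj-11, with 16 of 18 up regulated, and of R06C1.6, with 18 of 19. The targets were predicted in the study from these samples and are not independent evidence of a direction.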

**Table 3:** Transcription factors that are predicted to be involving in the response to arsenic exposure by FastMEDUSA.

Gene name	Description	Anatomic expression pattern
*dac-1*	Ortholog of SKI/SNO/DAC family of proteins	nervous system, hypodermal seam cells
*nhr-35*	Nuclear hormone receptor	Intestine
*C32D5.1*	Putative DNA binding domain	Unknown
*nhr-45*	Nuclear hormone receptor	Unknown
*dnj-11*	Ortholog of the mammalian ZRF1/MIDA1/MPP11/DNAJC2 family	pharynx, intestine, muscle, nervous system, reproductive system
*mxl-2*	Max-Like protein X - bHLH-Zip family protein	hypodermis, intestine
*R06C1.6*	Uncharacterized protein	Unknown
*nhr-61*	Nuclear hormone receptor	Unknown
*zip-4*	Putative C/EBP protein, divergent ortologue to human CEBPA-Mutated in acute myeloid leukemia	Weak general expression and higher expression in pharynx and somatic gonad
*ztf-22*	Zinc finger putative Transcription Factor family	Nervous system, head muscles, intestine

Two of the predicted significant TFs, *dnj-11*and *dac-1*, were tested for their contribution to arsenic stress response. We found that loss of function of these genes using RNAi exhibited increased lethality suggesting that these genes induce the stress response in *C. elegans* (Fig. 5). *dnj-11* encodes a protein containing DnaJ and Myb domains that is orthologous to the mammalian ZRF1/MIDA1/MPP11/DNAJC2 family of ribosome-associated molecular chaperones (Wormbase). MPP11 was identified as a leukemia-associated antigen, and expression of this gene is up-regulated during leukemic blasts in patients [77]. In rats, MPP11 homolog MIDA1 was identified to induce humoral immune responses in glioma, and immunization with MIDA1 containing plasmid resulted in a significant suppression of tumor growth in immunized animals [78], [79].

**Figure 5:**
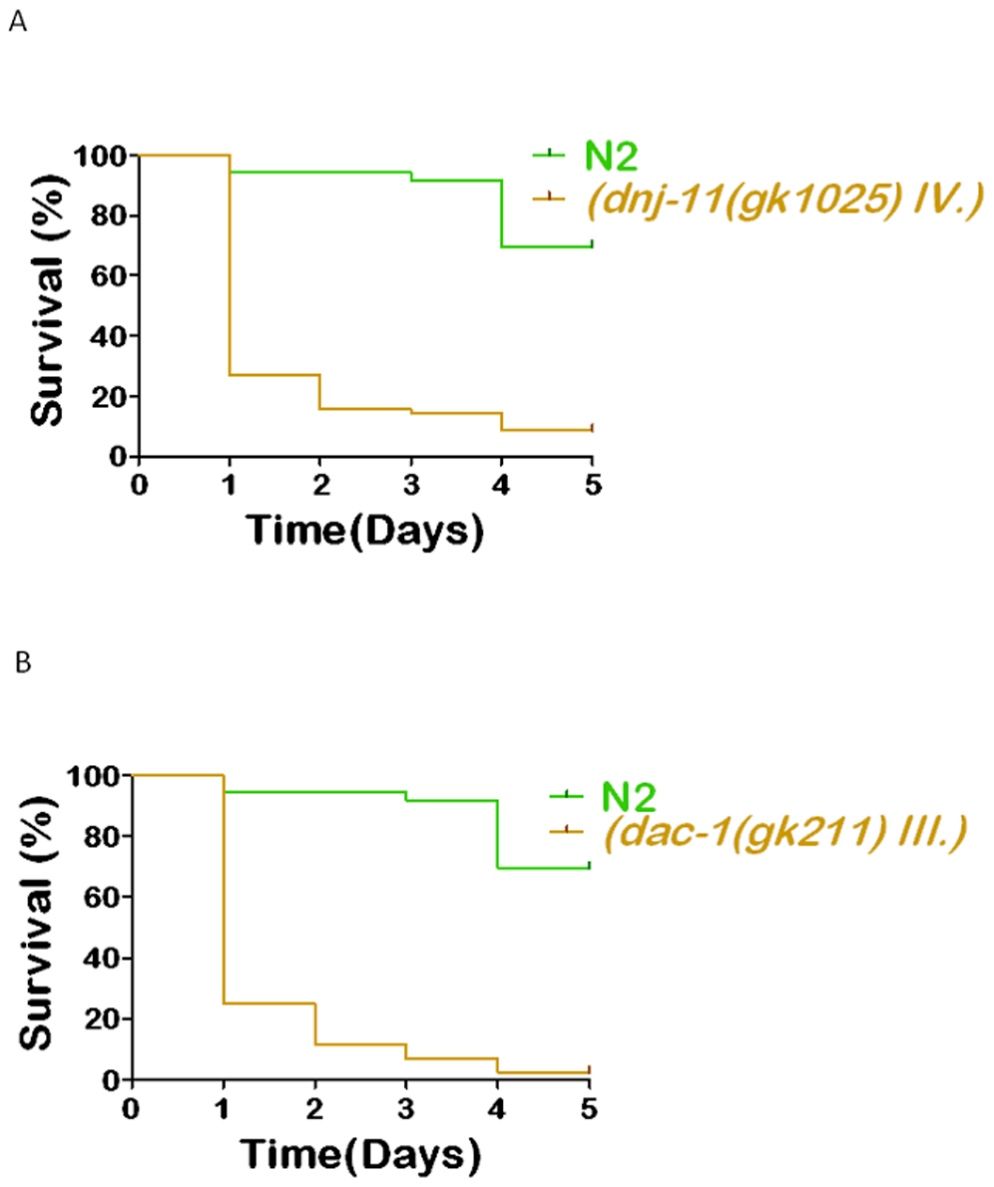
Lethality assays of knock-downs of the FastMedusa identified arsenic responsive regulatory genes. (Assays are performed on arsenic exposure conditions.) (A) *dnj-11(gk1025)*, *p*<0.0001, (B) and *dac-1(gk211)*, *p*<0.0001.

Chromosomal defects involving MPP11 are associated with primary head and neck squamous cell tumors [80]. Interestingly, a recent study revealed that As_2_O_3_ had anti-cancer effects on both cultured oral squamous cell carcinoma (OSCC) cells and OSCC xenografts by inhibiting cell growth, suppressing angiogenesis and inducing apoptosis [81]. There is extensive evidence that arsenic trioxide (As_2_O_3_), has a potential role of antitumor effect *in vitro* and *in vivo* [24]–[26]. US Food and Drug Administration approved As_2_O_3_ for the treatment of Acute Promyelocytic Leukemia (APL). It's well established that As_2_O_3_ can cure ∼80–90% of newly diagnosed APL patients [24]–[26]. Precise molecular mechanism of the therapeutic effect of As_2_O_3_ is not known. 

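The gene dnj-11, the C. elegans relative of MPP11, was lower after exposure to the high dose. Its level was 12.05 ± 0.09 (SD, n = 3) in control worms, 11.96 ± 0.15 (SD, n = 3) at the low dose and 11.31 ± 0.18 (SD, n = 3) at the high dose. It decreased by 0.74 on the log2 scale (SE 0.14, adjusted p = 0.00833 from limma) at the high dose, and at the low dose its log2 fold change of -0.09 (SE 0.14, adjusted p = 0.863 from limma) did not pass the test. It was measured by an _s_at probeset.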

Our results suggest a molecular mechanism for the therapeutic effect of As_2_O_3_, such that, As_2_O_3_ may regulate MPP11 expression, which may stimulate immune responses lead to killing of leukemic blast cells, and squamous cell carcinoma cells.

*dac-1* encodes the *C. elegans* ortholog of Dachshund, a transcriptional regulator of the SKI/SNO/DAC family of proteins first described in Drosophila. The altered expression of DACH1, a Drosophila Dachshund homolog, has been associated with tumor progression and metastasis in human breast, prostate, ovarian and endometrial cancers [82]–[86]. Another arsenic response gene identified via FastMEDUSA is *zip-4*, a putative C/EBP protein, divergent orthologue to human CEBPA gene, which is mutated in acute myeloid leukemia [87]. 

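The bZIP factor gene zip-4 rose at the high dose. Its level was 9.44 ± 0.26 (SD, n = 3) in control worms, 9.73 ± 0.07 (SD, n = 3) at the low dose and 10.51 ± 0.18 (SD, n = 3) at the high dose. It rose 2.09 fold at the high dose (log2 fold change 1.06, SE 0.16, adjusted p = 0.00339 from limma), on the brighter of its probesets, marked _s_at. With every probeset tested separately, zip-4 had a log2 fold change of 0.61 that did not pass the test (adjusted p = 0.221 from limma). Its log2 fold change at the low dose was 0.29 (SE 0.16, adjusted p = 0.558 from limma).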

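Of the nuclear receptor genes in Table 3, nhr-45 rose from 9.54 ± 0.18 (SD, n = 3) in control worms to 10.81 ± 0.11 (SD, n = 3) at the high dose, a log2 fold change of 1.27 (SE 0.13, adjusted p = 4.83e-04 from limma). The gene nhr-61, on an _s_at probeset, rose 2.50 fold (adjusted p = 0.0188 from limma), which was 0.0596 without high dose replicate 2 and lay above 0.05 also without high dose replicate 3. The level of nhr-35 was 9.18 ± 0.38 (SD, n = 3) in control worms and 8.46 ± 0.12 (SD, n = 3) at the high dose, and its log2 fold change of -0.72 (SE 0.25, adjusted p = 0.0867 from limma) did not pass the test.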

We also identified several *C. elegans* nuclear receptors (NRs) as arsenic responsive genes using Fast MEDUSA. Nuclear receptors (NRs) encompass a family of transcription factors often regulated by small lipophilic molecules, such as steroids, retinoids, bile and fatty acids, that mediate endocrine control [88]. *C. elegans* has a large family of NRs, containing 284 of these receptors in its genome (wormbook). A large percentage of human cancers, particularly breast, prostate, and endometrial cancers, rely on steroid production for initial growth [89], [90]. 

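Nuclear hormone receptors are transcription factors that often bind small lipophilic molecules, and across this family more genes rose than fell at the high dose. The largest increase was that of nhr-17, 48.6 fold at the high dose (adjusted p = 7.61e-05 from limma). The level of nhr-182 was 8.46 ± 0.49 (SD, n = 3) in control worms and 12.11 ± 0.08 (SD, n = 3) at the high dose (log2 fold change 3.64, SE 0.23, adjusted p = 4.86e-05 from limma). Of 254 nuclear hormone receptor genes measured, 52 were up and 9 down regulated at the high dose (53 and 9 when adjusted over the list alone), with a median log2 fold change of 0.22. As a set they stood higher than other genes (limma's camera, adjusted p = 1.63e-04; adjusted p = 0.0710 with an estimated correlation). At the low dose 4 were up and 1 down regulated (6 and 1 when adjusted over the list alone; limma's camera, adjusted p = 0.0530), a count of 5 that was between 1 and 3 without any 1 array.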

Our data suggest that induction of NRs via arsenic may contribute increased incidence of cancers in arsenic exposed human populations.

## Supporting Information

Figure S1 **Boxplots which depict A) row data, and B) data after normalization. PM only probe set signal was applied.**
(TIF)

Figure S2 **qRT-PCR results for selected high ranker genes.**
(TIF)

Figure S3 **GO term enrichments with cadmium in** ***C. elegans*** **.** (A) Enrichment of GO categories for 4-hour cadmium exposure. (B) Enrichment of GO categories for 24-hour cadmium exposure.
(TIF)

Figure S4 **Significant transcription factor- gene interactions in high arsenic condition.** The color of the nodes represent the overall expression of the gene (green: down-regulated, red: up-regulated). The size of vertices is proportional to their degree (i.e., number of edges incident on them). Each node is labeled with the corresponding gene or TF's name. Rounded squares represent transcription factors, and circles represent putative target genes of these transcription factors. The layout of the network was generated manually on Cytoscape.
(TIF)

Table S1 **List of primers used for qRT-PCR.**
(DOCX)

Table S2 **List of genes differentially expressed in both high and low dose arsenic exposure (+/−1.5 fold).**
(DOCX)

Table S3 **List of genes differentially expressed in both, high dose arsenic, and cadmium 24-hour exposures (+/−1.5 fold).**
(DOCX)

Table S4 **List of genes differentially expressed in both, high dose arsenic, and paraquat exposures (+/−1.5 fold).**
(DOCX)

Table S5 **List of genes differentially expressed in both, high dose arsenic, and hyperbaric oxygen exposures (+/−1.5 fold).**
(DOCX)

Table S6 **List of genes differentially expressed in both, high dose arsenic exposure and Elbe River sediment exposures (+/−1.5 fold).**
(DOCX)

Table S7 **List of genes differentially expressed in both, high dose arsenic exposure and Rhine River sediment exposures (+/−1.5 fold).**
(DOCX)

Table S8 **Putative targets of top ten transcription factors that are predicted to be involving in the response to arsenic exposure by FastMEDUSA.**
(DOCX)

## References

[1] OremlandRS, KulpTR, BlumJS, HoeftSE, BaesmanS, et al (2005) A microbial arsenic cycle in a salt-saturated, extreme environment. Science 308: 1305–1308 308/5726/1305 [pii];10.1126/science.1110832 [doi].1591999210.1126/science.1110832

[2] BryanCG, MarchalM, Battaglia-BrunetF, KuglerV, Lemaitre-GuillierC, et al (2009) Carbon and arsenic metabolism in Thiomonas strains: differences revealed diverse adaptation processes. BMC Microbiol 9: 127 1471-2180-9-127 [pii];10.1186/1471-2180-9-127 [doi].1954932010.1186/1471-2180-9-127PMC2720973

[3] KaltreiderRC, DavisAM, LariviereJP, HamiltonJW (2001) Arsenic alters the function of the glucocorticoid receptor as a transcription factor. Environ Health Perspect 109: 245–251 sc271_5_1835 [pii].10.1289/ehp.01109245PMC124024211333185

[4] LiuSX, AtharM, LippaiI, WaldrenC, HeiTK (2001) Induction of oxyradicals by arsenic: implication for mechanism of genotoxicity. Proc Natl Acad Sci U S A 98: 1643–1648 10.1073/pnas.031482998 [doi];031482998 [pii].1117200410.1073/pnas.031482998PMC29310

[5] DildaPJ, HoggPJ (2007) Arsenical-based cancer drugs. Cancer Treat Rev 33: 542–564 S0305-7372(07)00073-4 [pii];10.1016/j.ctrv.2007.05.001 [doi].1762468010.1016/j.ctrv.2007.05.001

[6] GhoshP, BanerjeeM, GiriAK, RayK (2008) Toxicogenomics of arsenic: classical ideas and recent advances. Mutat Res 659: 293–301 S1383-5742(08)00082-3 [pii];10.1016/j.mrrev.2008.06.003 [doi].1863856710.1016/j.mrrev.2008.06.003

[7] PlataniasLC (2009) Biological responses to arsenic compounds. J Biol Chem 284: 18583–18587 R900003200 [pii];10.1074/jbc.R900003200 [doi].1936303310.1074/jbc.R900003200PMC2707240

[8] RalphSJ (2008) Arsenic-based antineoplastic drugs and their mechanisms of action. Met Based Drugs 2008: 260146 10.1155/2008/260146 [doi].1843144910.1155/2008/260146PMC2292810

[9] TapioS, GroscheB (2006) Arsenic in the aetiology of cancer. Mutat Res 612: 215–246 S1383-5742(06)00020-2 [pii];10.1016/j.mrrev.2006.02.001 [doi].1657446810.1016/j.mrrev.2006.02.001

[10] World Health Organization International Agency for Research on Cancer [IARC] (2004) Some drinking-water disinfectants and contaminants, including arsenic. IARC Monogr Eval Carcinog Risks Hum 84: 1–477.15645577PMC7682301

[11] ChervonaY, AritaA, CostaM (2012) Carcinogenic metals and the epigenome: understanding the effect of nickel, arsenic, and chromium. Metallomics 4: 619–627 10.1039/c2mt20033c.2247332810.1039/c2mt20033cPMC3687545

[12] WatanabeT, HiranoS (2012) Metabolism of arsenic and its toxicological relevance. Arch Toxicol 10.1007/s00204-012-0904-5.10.1007/s00204-012-0904-522811022

[13] ThomasDJ, LiJ, WatersSB, XingW, AdairBM, et al (2007) Arsenic (+3 oxidation state) methyltransferase and the methylation of arsenicals. Exp Biol Med (Maywood) 232: 3–13 232/1/3.17202581PMC2408740

[14] BanerjeeN, BanerjeeM, GangulyS, BandyopadhyayS, DasJK, et al (2008) Arsenic-induced mitochondrial instability leading to programmed cell death in the exposed individuals. Toxicology 246: 101–111 S0300-483X(08)00002-4 [pii];10.1016/j.tox.2007.12.029 [doi].1830471610.1016/j.tox.2007.12.029

[15] ButtkeTM, SandstromPA (1994) Oxidative stress as a mediator of apoptosis. Immunol Today 15: 7–10.813601410.1016/0167-5699(94)90018-3

[16] KumagaiY, SumiD (2007) Arsenic: signal transduction, transcription factor, and biotransformation involved in cellular response and toxicity. Annu Rev Pharmacol Toxicol 47: 243–262 10.1146/annurev.pharmtox.47.120505.105144 [doi].1700259810.1146/annurev.pharmtox.47.120505.105144

[17] FloraSJ (1999) Arsenic-induced oxidative stress and its reversibility following combined administration of N-acetylcysteine and meso 2,3-dimercaptosuccinic acid in rats. Clin Exp Pharmacol Physiol 26: 865–869.1056180610.1046/j.1440-1681.1999.03157.x

[18] PiJ, YamauchiH, KumagaiY, SunG, YoshidaT, et al (2002) Evidence for induction of oxidative stress caused by chronic exposure of Chinese residents to arsenic contained in drinking water. Environ Health Perspect 110: 331–336 sc271_5_1835 [pii].1194044910.1289/ehp.02110331PMC1240794

[19] PiJ, HoriguchiS, SunY, NikaidoM, ShimojoN, et al (2003) A potential mechanism for the impairment of nitric oxide formation caused by prolonged oral exposure to arsenate in rabbits. Free Radic Biol Med 35: 102–113 S0891584903002697 [pii].1282626010.1016/s0891-5849(03)00269-7

[20] WuMM, ChiouHY, WangTW, HsuehYM, WangIH, et al (2001) Association of blood arsenic levels with increased reactive oxidants and decreased antioxidant capacity in a human population of northeastern Taiwan. Environ Health Perspect 109: 1011–1017 sc271_5_1835 [pii].1167526610.1289/ehp.011091011PMC1242077

[21] WooSH, ParkIC, ParkMJ, LeeHC, LeeSJ, et al (2002) Arsenic trioxide induces apoptosis through a reactive oxygen species-dependent pathway and loss of mitochondrial membrane potential in HeLa cells. Int J Oncol 21: 57–63.12063550

[22] BarchowskyA, DudekEJ, TreadwellMD, WetterhahnKE (1996) Arsenic induces oxidant stress and NF-kappa B activation in cultured aortic endothelial cells. Free Radic Biol Med 21: 783–790 0891584996001748 [pii].890252410.1016/0891-5849(96)00174-8

[23] BarchowskyA, KleiLR, DudekEJ, SwartzHM, JamesPE (1999) Stimulation of reactive oxygen, but not reactive nitrogen species, in vascular endothelial cells exposed to low levels of arsenite. Free Radic Biol Med 27: 1405–1412 S0891-5849(99)00186-0 [pii].1064173510.1016/s0891-5849(99)00186-0

[24] DouerD, TallmanMS (2005) Arsenic trioxide: new clinical experience with an old medication in hematologic malignancies. J Clin Oncol 23: 2396–2410 23/10/2396 [pii];10.1200/JCO.2005.10.217 [doi].1580033210.1200/JCO.2005.10.217

[25] SanzMA, GrimwadeD, TallmanMS, LowenbergB, FenauxP, et al (2009) Management of acute promyelocytic leukemia: recommendations from an expert panel on behalf of the European LeukemiaNet. Blood 113: 1875–1891 blood-2008-04-150250 [pii];10.1182/blood-2008-04-150250 [doi].1881246510.1182/blood-2008-04-150250

[26] TallmanMS, NabhanC, FeusnerJH, RoweJM (2002) Acute promyelocytic leukemia: evolving therapeutic strategies. Blood 99: 759–767.1180697510.1182/blood.v99.3.759

[27] Martinez-FinleyEJ, AschnerM (2011) Revelations from the Nematode Caenorhabditis elegans on the Complex Interplay of Metal Toxicological Mechanisms. J Toxicol 2011: 895236 10.1155/2011/895236.2187669210.1155/2011/895236PMC3157827

[28] SliceLW, FreedmanJH, RubinCS (1990) Purification, characterization, and cDNA cloning of a novel metallothionein-like, cadmium-binding protein from Caenorhabditis elegans. J Biol Chem 265: 256–263.2294106

[29] FreedmanJH, SliceLW, DixonD, FireA, RubinCS (1993) The novel metallothionein genes of Caenorhabditis elegans. Structural organization and inducible, cell-specific expression. J Biol Chem 268: 2554–2564.8428932

[30] LiaoVH, FreedmanJH (1998) Cadmium-regulated genes from the nematode Caenorhabditis elegans. Identification and cloning of new cadmium-responsive genes by differential display. J Biol Chem 273: 31962–31970.982266710.1074/jbc.273.48.31962

[31] JonesD, CandidoEP (1999) Feeding is inhibited by sublethal concentrations of toxicants and by heat stress in the nematode Caenorhabditis elegans: relationship to the cellular stress response. J Exp Zool 284: 147–157 10.1002/(SICI)1097-010X(19990701)284:2<147::AID-JEZ4>3.0.CO;2-Z [pii].1040464410.1002/(sici)1097-010x(19990701)284:2<147::aid-jez4>3.3.co;2-q

[32] BoydWA, ColeRD, AndersonGL, WilliamsPL (2003) The effects of metals and food availability on the behavior of Caenorhabditis elegans. Environ Toxicol Chem 22: 3049–3055.1471304910.1897/02-565

[33] AnbalaganC, LafayetteI, Antoniou-KourouniotiM, HaqueM, KingJ, et al (2012) Transgenic nematodes as biosensors for metal stress in soil pore water samples. Ecotoxicology 21: 439–455 10.1007/s10646-011-0804-0 [doi].2203769410.1007/s10646-011-0804-0PMC3277692

[34] JohnsonTE, NelsonGA (1991) Caenorhabditis elegans: a model system for space biology studies. Exp Gerontol 26: 299–309.191569910.1016/0531-5565(91)90024-g

[35] DhawanR, DusenberyDB, WilliamsPL (1999) Comparison of lethality, reproduction, and behavior as toxicological endpoints in the nematode Caenorhabditis elegans. J Toxicol Environ Health A 58: 451–462.1061619310.1080/009841099157179

[36] AndersonGL, ColeRD, WilliamsPL (2004) Assessing behavioral toxicity with Caenorhabditis elegans. Environ Toxicol Chem 23: 1235–1240.1518037410.1897/03-264

[37] AndersonGL, BoydWA, WilliamsPL (2001) Assessment of sublethal endpoints for toxicity testing with the nematode Caenorhabditis elegans. Environ Toxicol Chem 20: 833–838.11345460

[38] CuiY, McBrideSJ, BoydWA, AlperS, FreedmanJH (2007) Toxicogenomic analysis of Caenorhabditis elegans reveals novel genes and pathways involved in the resistance to cadmium toxicity. Genome Biol 8: R122 gb-2007-8-6-r122 [pii];10.1186/gb-2007-8-6-r122 [doi].1759264910.1186/gb-2007-8-6-r122PMC2394766

[39] FraserAG, KamathRS, ZipperlenP, Martinez-CamposM, SohrmannM, et al (2000) Functional genomic analysis of C. elegans chromosome I by systematic RNA interference. Nature 408: 325–330 10.1038/35042517 [doi].1109903310.1038/35042517

[40] SprandoRL, OlejnikN, CinarHN, FergusonM (2009) A method to rank order water soluble compounds according to their toxicity using Caenorhabditis elegans, a Complex Object Parametric Analyzer and Sorter, and axenic liquid media. Food Chem Toxicol 47: 722–728 S0278-6915(09)00008-8 [pii];10.1016/j.fct.2009.01.007 [doi].1916212310.1016/j.fct.2009.01.007

[41] SchmittgenTD, LivakKJ (2008) Analyzing real-time PCR data by the comparative C(T) method. Nat Protoc 3: 1101–1108.1854660110.1038/nprot.2008.73

[42] KamathRS, FraserAG, DongY, PoulinG, DurbinR, et al (2003) Systematic functional analysis of the Caenorhabditis elegans genome using RNAi. Nature 421: 231–237 10.1038/nature01278 [doi];nature01278 [pii].1252963510.1038/nature01278

[43] BozdagS, LiA, WuchtyS, FineHA (2010) FastMEDUSA: a parallelized tool to infer gene regulatory networks. Bioinformatics 26: 1792–1793 btq275 [pii];10.1093/bioinformatics/btq275 [doi].2051366110.1093/bioinformatics/btq275PMC2894517

[44] BarrasaMI, VaglioP, CavasinoF, JacototL, WalhoutAJ (2007) EDGEdb: a transcription factor-DNA interaction database for the analysis of C. elegans differential gene expression. BMC Genomics 8: 21 1471-2164-8-21 [pii];10.1186/1471-2164-8-21 [doi].1723389210.1186/1471-2164-8-21PMC1790901

[45] HaiderS, BallesterB, SmedleyD, ZhangJ, RiceP, et al (2009) BioMart Central Portal–unified access to biological data. Nucleic Acids Res 37: W23–W27 gkp265 [pii];10.1093/nar/gkp265 [doi].1942005810.1093/nar/gkp265PMC2703988

[46] KundajeA, XinX, LanC, LianoglouS, ZhouM, et al (2008) A predictive model of the oxygen and heme regulatory network in yeast. PLoS Comput Biol 4: e1000224 10.1371/journal.pcbi.1000224 [doi].1900893910.1371/journal.pcbi.1000224PMC2573020

[47] ShannonP, MarkielA, OzierO, BaligaNS, WangJT, et al (2003) Cytoscape: a software environment for integrated models of biomolecular interaction networks. Genome Res 13: 2498–2504 10.1101/gr.1239303;13/11/2498.1459765810.1101/gr.1239303PMC403769

[48] SokJ, CalfonM, LuJ, LichtlenP, ClarkSG, et al (2001) Arsenite-inducible RNA-associated protein (AIRAP) protects cells from arsenite toxicity. Cell Stress Chaperones 6: 6–15.1152524510.1379/1466-1268(2001)006<0006:airapa>2.0.co;2PMC434377

[49] LiaoVH, YuCW (2005) Caenorhabditis elegans gcs-1 confers resistance to arsenic-induced oxidative stress. Biometals 18: 519–528 10.1007/s10534-005-2996-3 [doi].1633375210.1007/s10534-005-2996-3

[50] InoueH, HisamotoN, AnJH, OliveiraRP, NishidaE, et al (2005) The C. elegans p38 MAPK pathway regulates nuclear localization of the transcription factor SKN-1 in oxidative stress response. Genes Dev 19: 2278–2283 gad.1324805 [pii];10.1101/gad.1324805 [doi].1616637110.1101/gad.1324805PMC1240035

[51] FergusonAA, SpringerMG, FisherAL (2010) skn-1-Dependent and -independent regulation of aip-1 expression following metabolic stress in Caenorhabditis elegans. Mol Cell Biol 30: 2651–2667 MCB.01340-09;10.1128/MCB.01340-09.2035117410.1128/MCB.01340-09PMC2876512

[52] HasegawaK, MiwaS, IsomuraK, TsutsumiuchiK, TaniguchiH, et al (2008) Acrylamide-responsive genes in the nematode Caenorhabditis elegans. Toxicol Sci 101: 215–225 kfm276 [pii];10.1093/toxsci/kfm276 [doi].1798913310.1093/toxsci/kfm276

[53] SnutchTP, BaillieDL (1983) Alterations in the pattern of gene expression following heat shock in the nematode Caenorhabditis elegans. Can J Biochem Cell Biol 61: 480–487.688317610.1139/o83-064

[54] GornatiR, MonettiC, VigettiD, BosisioS, FortanerS, et al (2002) Arsenic toxicity and HSP70 expression in Xenopus laevis embryos. Altern Lab Anim 30: 597–603.1251368510.1177/026119290203000606

[55] DasS, PanD, BeraAK, RanaT, BandyopadhyayS, et al (2010) Stress inducible heat shock protein 70: a potent molecular and toxicological signature in arsenic exposed broiler chickens. Mol Biol Rep 37: 3151–3155 10.1007/s11033-009-9894-7.1982690910.1007/s11033-009-9894-7

[56] BernstamL, NriaguJ (2000) Molecular aspects of arsenic stress. J Toxicol Environ Health B Crit Rev 3: 293–322 10.1080/109374000436355 [doi].1105520810.1080/109374000436355

[57] ShinH, LeeH, FejesAP, BaillieDL, KooHS, et al (2011) Gene expression profiling of oxidative stress response of C. elegans aging defective AMPK mutants using massively parallel transcriptome sequencing. BMC Res Notes 4: 34 1756-0500-4-34 [pii];10.1186/1756-0500-4-34 [doi].2130354710.1186/1756-0500-4-34PMC3045954

[58] ParkSK, TedescoPM, JohnsonTE (2009) Oxidative stress and longevity in Caenorhabditis elegans as mediated by SKN-1. Aging Cell 8: 258–269 ACE473 [pii];10.1111/j.1474-9726.2009.00473.x [doi].1962726510.1111/j.1474-9726.2009.00473.xPMC2762118

[59] FukadaT, YamasakiS, NishidaK, MurakamiM, HiranoT (2011) Zinc homeostasis and signaling in health and diseases: Zinc signaling. J Biol Inorg Chem 16: 1123–1134 10.1007/s00775-011-0797-4.2166054610.1007/s00775-011-0797-4PMC3176402

[60] BoyerTD (1989) The glutathione S-transferases: an update. Hepatology 9: 486–496 S0270913989000601 [pii].264619710.1002/hep.1840090324

[61] DouglasKT (1987) Mechanism of action of glutathione-dependent enzymes. Adv Enzymol Relat Areas Mol Biol 59: 103–167.288047710.1002/9780470123058.ch3

[62] TocherDR, LeaverMJ, HodgsonPA (1998) Recent advances in the biochemistry and molecular biology of fatty acyl desaturases. Prog Lipid Res 37: 73–117 S0163-7827(98)00005-8 [pii].982912210.1016/s0163-7827(98)00005-8

[63] RichardsonDR, LokHC (2008) The nitric oxide-iron interplay in mammalian cells: transport and storage of dinitrosyl iron complexes. Biochim Biophys Acta 1780: 638–651 S0304-4165(07)00301-7;10.1016/j.bbagen.2007.12.009.1820611810.1016/j.bbagen.2007.12.009

[64] LynnS, GurrJR, LaiHT, JanKY (2000) NADH oxidase activation is involved in arsenite-induced oxidative DNA damage in human vascular smooth muscle cells. Circ Res 86: 514–519.1072041210.1161/01.res.86.5.514

[65] KimWK, MelitonV, BourquardN, HahnTJ, ParhamiF (2010) Hedgehog signaling and osteogenic differentiation in multipotent bone marrow stromal cells are inhibited by oxidative stress. J Cell Biochem 111: 1199–1209 10.1002/jcb.22846.2071792410.1002/jcb.22846

[66] DaiRL, ZhuSY, XiaYP, MaoL, MeiYW, et al (2011) Sonic hedgehog protects cortical neurons against oxidative stress. Neurochem Res 36: 67–75 10.1007/s11064-010-0264-6.2084819010.1007/s11064-010-0264-6

[67] KoppenolWH (1993) The centennial of the Fenton reaction. Free Radic Biol Med 15: 645–651.813819110.1016/0891-5849(93)90168-t

[68] MeneghiniR (1997) Iron homeostasis, oxidative stress, and DNA damage. Free Radic Biol Med 23: 783–792 S0891-5849(97)00016-6 [pii].929645610.1016/s0891-5849(97)00016-6

[69] AhmadS, KitchinKT, CullenWR (2000) Arsenic species that cause release of iron from ferritin and generation of activated oxygen. Arch Biochem Biophys 382: 195–202 S0003-9861(00)92023-X [pii];10.1006/abbi.2000.2023 [doi].1106886910.1006/abbi.2000.2023

[70] CairoG, BardellaL, SchiaffonatiL, ArosioP, LeviS, et al (1985) Multiple mechanisms of iron-induced ferritin synthesis in HeLa cells. Biochem Biophys Res Commun 133: 314–321 0006-291X(85)91877-7 [pii].407437010.1016/0006-291x(85)91877-7

[71] TsujiY, AyakiH, WhitmanSP, MorrowCS, TortiSV, et al (2000) Coordinate transcriptional and translational regulation of ferritin in response to oxidative stress. Mol Cell Biol 20: 5818–5827.1091316510.1128/mcb.20.16.5818-5827.2000PMC86059

[72] WangW, KnovichMA, CoffmanLG, TortiFM, TortiSV (2010) Serum ferritin: Past, present and future. Biochim Biophys Acta 1800: 760–769 S0304-4165(10)00085-1 [pii];10.1016/j.bbagen.2010.03.011 [doi].2030403310.1016/j.bbagen.2010.03.011PMC2893236

[73] MiottoG, TessaroS, RottaGA, BonattoD (2007) In silico analyses of Fsf1 sequences, a new group of fungal proteins orthologous to the metazoan sideroblastic anemia-related sideroflexin family. Fungal Genet Biol 44: 740–753 S1087-1845(06)00234-9 [pii];10.1016/j.fgb.2006.12.004 [doi].1724017610.1016/j.fgb.2006.12.004

[74] RobinsonJF, YuX, MoreiraEG, HongS, FaustmanEM (2011) Arsenic- and cadmium-induced toxicogenomic response in mouse embryos undergoing neurulation. Toxicol Appl Pharmacol 250: 117–129 S0041-008X(10)00360-1 [pii];10.1016/j.taap.2010.09.018 [doi].2088370910.1016/j.taap.2010.09.018PMC3014392

[75] NordstromDK (2002) Public health. Worldwide occurrences of arsenic in ground water. Science 296: 2143–2145 10.1126/science.1072375 [doi];296/5576/2143 [pii].1207738710.1126/science.1072375

[76] MenzelR, SwainSC, HoessS, ClausE, MenzelS, et al (2009) Gene expression profiling to characterize sediment toxicity–a pilot study using Caenorhabditis elegans whole genome microarrays. BMC Genomics 10: 160 1471-2164-10-160 [pii];10.1186/1471-2164-10-160 [doi].1936643710.1186/1471-2164-10-160PMC2674462

[77] GreinerJ, RinghofferM, TaniguchiM, HauserT, SchmittA, et al (2003) Characterization of several leukemia-associated antigens inducing humoral immune responses in acute and chronic myeloid leukemia. Int J Cancer 106: 224–231 10.1002/ijc.11200 [doi].1280019810.1002/ijc.11200

[78] OkadaH, AttanucciJ, Giezeman-SmitsKM, Brissette-StorkusC, FellowsWK, et al (2001) Immunization with an antigen identified by cytokine tumor vaccine-assisted SEREX (CAS) suppressed growth of the rat 9L glioma in vivo. Cancer Res 61: 2625–2631.11289140

[79] Giezeman-SmitsKM, OkadaH, Brissette-StorkusCS, VillaLA, AttanucciJ, et al (2000) Cytokine gene therapy of gliomas: induction of reactive CD4+ T cells by interleukin-4-transfected 9L gliosarcoma is essential for protective immunity. Cancer Res 60: 2449–2457.10811123

[80] RestoVA, CaballeroOL, ButaMR, WestraWH, WuL, et al (2000) A putative oncogenic role for MPP11 in head and neck squamous cell cancer. Cancer Res 60: 5529–5535.11034098

[81] ZhangX, SuY, ZhangM, SunZ (2012) Opposite effects of arsenic trioxide on the Nrf2 pathway in oral squamous cell carcinoma in vitro and in vivo. Cancer Lett 318: 93–98 S0304-3835(11)00742-7 [pii];10.1016/j.canlet.2011.12.005 [doi].2215534610.1016/j.canlet.2011.12.005

[82] SundeJS, DonningerH, WuK, JohnsonME, PestellRG, et al (2006) Expression profiling identifies altered expression of genes that contribute to the inhibition of transforming growth factor-beta signaling in ovarian cancer. Cancer Res 66: 8404–8412 66/17/8404 [pii];10.1158/0008-5472.CAN-06-0683 [doi].1695115010.1158/0008-5472.CAN-06-0683

[83] WuK, LiA, RaoM, LiuM, DaileyV, et al (2006) DACH1 is a cell fate determination factor that inhibits cyclin D1 and breast tumor growth. Mol Cell Biol 26: 7116–7129 26/19/7116 [pii];10.1128/MCB.00268-06 [doi].1698061510.1128/MCB.00268-06PMC1592900

[84] WuK, LiuM, LiA, DonningerH, RaoM, et al (2007) Cell fate determination factor DACH1 inhibits c-Jun-induced contact-independent growth. Mol Biol Cell 18: 755–767 E06-09-0793 [pii];10.1091/mbc.E06-09-0793 [doi].1718284610.1091/mbc.E06-09-0793PMC1805093

[85] PopovVM, ZhouJ, ShirleyLA, QuongJ, YeowWS, et al (2009) The cell fate determination factor DACH1 is expressed in estrogen receptor-alpha-positive breast cancer and represses estrogen receptor-alpha signaling. Cancer Res 69: 5752–5760 69/14/5752 [pii];10.1158/0008-5472.CAN-08-3992 [doi].1960540510.1158/0008-5472.CAN-08-3992PMC3244171

[86] PopovVM, WuK, ZhouJ, PowellMJ, MardonG, et al (2010) The Dachshund gene in development and hormone-responsive tumorigenesis. Trends Endocrinol Metab 21: 41–49 S1043-2760(09)00145-3 [pii];10.1016/j.tem.2009.08.002 [doi].1989686610.1016/j.tem.2009.08.002PMC2818438

[87] TenenDG (2001) Abnormalities of the CEBP alpha transcription factor: a major target in acute myeloid leukemia. Leukemia 15: 688–689.1136838310.1038/sj.leu.2402088

[88] MangelsdorfDJ, ThummelC, BeatoM, HerrlichP, SchutzG, et al (1995) The nuclear receptor superfamily: the second decade. Cell 83: 835–839 0092-8674(95)90199-X [pii].852150710.1016/0092-8674(95)90199-xPMC6159888

[89] KnudsenKE, PenningTM (2010) Partners in crime: deregulation of AR activity and androgen synthesis in prostate cancer. Trends Endocrinol Metab 21: 315–324 S1043-2760(10)00004-4 [pii];10.1016/j.tem.2010.01.002 [doi].2013854210.1016/j.tem.2010.01.002PMC2862880

[90] de BonoJS, MolifeLR, SonpavdeG, MarotoJP, CalvoE, et al (2012) Phase II study of eribulin mesylate (E7389) in patients with metastatic castration-resistant prostate cancer stratified by prior taxane therapy. Ann Oncol 23: 1241–1249 mdr380 [pii];10.1093/annonc/mdr380 [doi].2190360510.1093/annonc/mdr380

# Supplementary material for: Genomic Analysis of Stress Response against Arsenic in Caenorhabditis elegans
**Source:** PLoS One. 2013 Jul 24;8(7):e66431. doi: 10.1371/journal.pone.0066431
**Supplement:** Table S1 — List of primers used for qRT-PCR.

Table S1: List of primers used for qRT-PCR

| Primers | Sequences | Sources |
| --- | --- | --- |
| *numr-1 (F)* | ggaagacgaggaatggatca | This study |
| *numr-1 (R)* | tgcgttcaaatggatgttgt | This study |
| *gst-30 (F)* | gggcaaaagtttgaggatca | This study |
| *gst-30 (R)* | tcttcccatggacatcttcc | This study |
| *ftn-1 (F)* | gacgcgcacttgacaaatta | This study |
| *ftn-1 (R)* | ccggctctcttgatatttgc | This study |
| *hsp-70 (F)* | cttggttgggggatcaact | This study |
| *hsp-70 (R)* | ccaaaggctactgcttcgtc | This study |
| *aip-1 (F)* | ccaaatctcggaaagcactg | This study |
| *aip-1 (R)* | ttgagccagtcggacaatta | This study |
| *sdz-8 (F)* | gcaactgctagagacgttgaga | This study |
| *sdz-8 (R)* | ttctccaactttcgacacaaaa | This study |
| *gcs-1 (F)* | aaccgtaccgcacattgatt | This study |
| *gcs-1 (R)* | ccccatttcaattgatctcc | This study |
| *fpn-1.1 (F)* | cggcatttcttctcaccact | This study |
| *fpn-1.1 (R)* | acccatgtcattcctccaag | This study |
| *bec-1 (F)* | caaagaaggccagattcagc | This study |
| *bec-1 (R)* | ctggagcatcagatgggaat | This study |
| *mtl-1 (F)* | ccagctggatgtaagggaga | This study |
| *mtl-1 (R)* | agcagttccctggtgttgat | This study |
| *mrp-1 (F)* | gttcgtgaactggtgtgtgg | This study |
| *mrp-1 (R)* | gtgctggccacaatttgtta | This study |
| *gst-38 (F)* | taccgatgaggagtgggaga | This study |
| *gst-38 (R)* | ctacctcgagcattggaagc | This study |
| *gst-1 (F)* | aagcaagttgcctacgagga | This study |
| *gst-1 (R)* | tctccggatagaagacatgga | This study |
| *kgb-2 (F)* | ccaacccgttatgtcaacct | This study |
| *kgb-2 (R)* | gattgctacgcgttgtgttg | This study |
| *hsp-16.41 (F)* | tcttggacgaactcactgga | This study |
| *hsp-16.41 (R)* | gacatcgagttgaaccgaaaa | This study |
| *dod-17 (F)* | cgtttgctactgcaatttcg | This study |
| *dod-17 (R)* | aggctgagtctcgttccaag | This study |
| *gst-12 (F)* | ggagttccgtttgaggatga | This study |
| *gst-12 (R)* | cgacgtttaggacaggcatt | This study |
| *hsp-16.2 (F)* | ctctgatggaacgccaattt | This study |
| *hsp-16.2 (R)* | cgttgagattgatggcaaac | This study |
| *gst-25 (F)* | gtgagccgattcgtatgctt | This study |
| *gst-25 (R)* | cccagattgcacaatttcct | This study |
| *clec-163 (F)* | tgacggcgatgtttcttcta | This study |
| *clec-163 (R)* | caacaatgtcgagccaaaga | This study |
| *hmt-1 (F)* | aatgtcgagccgaaggacta | This study |
| *hmt-1 (R)* | ttgacgacgatgaagaatgtg | This study |

# Supplementary material for: Genomic Analysis of Stress Response against Arsenic in Caenorhabditis elegans
**Source:** PLoS One. 2013 Jul 24;8(7):e66431. doi: 10.1371/journal.pone.0066431
**Supplement:** Table S2 — List of genes differentially expressed in both high and low dose arsenic exposure (+/−1.5 fold).

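Genes of Table S2 changed at the high dose in both directions, and fewer of them passed the test at the low dose. Of 168 genes of its 179 rows measured here, 88 were up and 63 down regulated at the high dose, with a median log2 fold change of 0.62. Low dose exposure left 44 up and 16 down regulated, with a median log2 fold change of 0.35. Both doses changed 57 of these genes in the same direction by limma's test, and this count ran from 31 to 103 over the alternative settings. The list was chosen in the study on these samples and is not independent evidence.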

Table S2: List of genes differentially expressed in both high and low dose arsenic exposure (+/- 1.5 fold).

# Supplementary material for: Genomic Analysis of Stress Response against Arsenic in Caenorhabditis elegans
**Source:** PLoS One. 2013 Jul 24;8(7):e66431. doi: 10.1371/journal.pone.0066431
**Supplement:** Table S3 — List of genes differentially expressed in both, high dose arsenic, and cadmium 24-hour exposures (+/−1.5 fold).

Table S3: List of genes differentially expressed in both, high dose arsenic, and cadmium 24-hour exposures (+/- 1.5 fold).

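Table S3 pairs the high dose response with a published 24-hour cadmium exposure, and its genes moved in both directions in the high dose arrays. Of 115 genes measured here, 45 were up and 51 down regulated at the high dose, with a median log2 fold change of -0.52, and 16 were up and 6 down regulated at the low dose. These 22 genes were 13 without control replicate 3 and 14 without low dose replicate 1 or 3. The copy used here holds 126 rows, fewer than the genes that the paper's figure counts, so no overlap was tested. The genes were chosen in the study on these samples.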

# Supplementary material for: Genomic Analysis of Stress Response against Arsenic in Caenorhabditis elegans
**Source:** PLoS One. 2013 Jul 24;8(7):e66431. doi: 10.1371/journal.pone.0066431
**Supplement:** Table S4 — List of genes differentially expressed in both, high dose arsenic, and paraquat exposures (+/−1.5 fold).

Table S4: List of genes differentially expressed in both, high dose arsenic, and paraquat exposures (+/- 1.5 fold).

# Supplementary material for: Genomic Analysis of Stress Response against Arsenic in Caenorhabditis elegans
**Source:** PLoS One. 2013 Jul 24;8(7):e66431. doi: 10.1371/journal.pone.0066431
**Supplement:** Table S5 — List of genes differentially expressed in both, high dose arsenic, and hyperbaric oxygen exposures (+/−1.5 fold).

Table S5: List of genes differentially expressed in both, high dose arsenic, and hyperbaric oxygen exposures (+/- 1.5 fold).

# Supplementary material for: Genomic Analysis of Stress Response against Arsenic in Caenorhabditis elegans
**Source:** PLoS One. 2013 Jul 24;8(7):e66431. doi: 10.1371/journal.pone.0066431
**Supplement:** Table S6 — List of genes differentially expressed in both, high dose arsenic exposure and Elbe River sediment exposures (+/−1.5 fold).

Table S6: List of genes differentially expressed in both, high dose arsenic exposure and Elbe River sediment exposures (+/- 1.5 fold).

# Supplementary material for: Genomic Analysis of Stress Response against Arsenic in Caenorhabditis elegans
**Source:** PLoS One. 2013 Jul 24;8(7):e66431. doi: 10.1371/journal.pone.0066431
**Supplement:** Table S7 — List of genes differentially expressed in both, high dose arsenic exposure and Rhine River sediment exposures (+/−1.5 fold).

Table S7: List of genes differentially expressed in both, high dose arsenic exposure and Rhine River sediment exposures (+/- 1.5 fold).

# Supplementary material for: Genomic Analysis of Stress Response against Arsenic in Caenorhabditis elegans
**Source:** PLoS One. 2013 Jul 24;8(7):e66431. doi: 10.1371/journal.pone.0066431
**Supplement:** Table S8 — Putative targets of top ten transcription factors that are predicted to be involving in the response to arsenic exposure by FastMEDUSA.

Table S8: putative targets of top ten transcription factors that are predicted to be involving in the response to arsenic exposure by FastMEDUSA.

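Table S8 gives each of the 10 transcription factors with the genes whose expression FastMEDUSA, a program that learns regulatory rules from promoter sequence and expression, assigned to it. It holds 381 pairs. Of the targets given for mxl-2, 34 of 35 were up regulated at the high dose, and for C32D5.1 (txt-18) 36 of 37 were. For nhr-35 these numbers were 44 of 48, for zip-4 43 of 46 and for ztf-22 20 of 21. The factor labelled nhr-6 there, where Table 3 names nhr-61, has 42 of 45 targets up regulated.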

How the deposited data were processed for this re-analysis (not part of the article)

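Worms were exposed to sodium arsenite at 0.03% or 0.003% (w/v) or left unexposed, and RNA from 3 samples of each group was hybridized to 9 Affymetrix C. elegans arrays, 1 sample per array. Before the values were deposited the authors summarized each probeset on each array to a signal on the log2 scale. The methods name the RMA algorithm in Partek Genomics Suite 6.5, while the processing notes of the deposited values name Partek 6.4 and MAS5. The deposited log2 values hold 41 numbers below 0, and their array medians run from 8.42 to 8.52. The 2% trimmed means on the linear scale lie between 1115.5 and 1231, near each other. No scaling was added for the main analysis.

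Of 22625 probesets, 77 controls, 895 without an assigned gene and 887 assigned to several genes were left out of the tests. Gene names came from the assignments given with the values and from the RefSeq gene table of assembly WBcel235, used for names alone. The assigned gene identifiers of 65 probesets were missing from that table, and all 65 were resolved by gene symbol. Where a gene had several probesets, as 2981 genes did, the one with the highest mean over the 9 arrays was used, as in the methods, which left 17118 genes. The 3 comparisons were made with limma 3.58.1 in R 4.3.3 (lmFit and eBayes) in one model with the 3 groups and no covariate. The model had 6 residual degrees of freedom per gene and a prior of 1.45. P-values were adjusted by Benjamini and Hochberg's method in each comparison, and a gene was called differentially expressed at an adjusted p of at most 0.05 and a change of at least 1.2 fold in either direction. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15.

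Before the data were examined, 31 gene lists were written down, by gene family symbol, from the paper's tables or from general knowledge of the genes. They are glutathione S-transferases, heat shock proteins, antioxidant enzymes, glutathione synthesis and NADPH supply, metal response and arsenite transport, hedgehog-related genes, iron handling, the proteasome, chaperonin and DnaJ genes, the unfolded protein responses of the endoplasmic reticulum and of mitochondria, autophagy and stress transcription regulators. The others are the transcription factors of Table 3, the RNAi-tested genes, the qRT-PCR genes, reference genes, UDP-glucuronosyltransferases, cytochrome P450 genes, nuclear hormone receptors, C-type lectins, innate immune effectors, collagens, ribosomal proteins, the respiratory chain, cell cycle and DNA replication, yolk and oocyte, sperm, muscle, neuron and intestine. Some lists, such as glutathione synthesis, antioxidant enzymes and metal response, also hold genes of Table 1, which the study chose on these samples. For each list the genes called up and down were counted over all genes tested and after adjustment over the list alone. Limma's camera compared the list with the other genes, with a preset correlation of 0.01 and with the correlation estimated from the residuals, adjusted over the 31 lists in each comparison. Limma's fry, which tests whether a list's genes move on balance, and Fisher's exact test of the share called were also run.

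The genes named one by one follow a rule set before the data were examined. It takes every gene of Tables 1, 2 and 3, the RNAi-tested genes and the genes of Table S1, whose values in Tables 1 and 2 had been seen in the paper. It adds, for each comparison, the 10 largest increases and the 10 largest decreases among called genes whose arrays do not overlap, and for each list the 3 called members with the largest increase and the 3 with the largest decrease at the high dose. This gave 245 genes, and genes named outside the rule are marked as chosen after their values were seen. For the rule of the FastMEDUSA input, a gene counted as up or down at a dose when each of its 3 arrays lay at least 1.5 fold from the median of the control arrays.

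The alternatives set before the data were examined were the methods' test without moderation of the variance, no fold threshold, a 1.5 fold threshold, and 1.5 fold with an unadjusted p below 0.0001. They also included leaving out the dimmest 25% or the dimmer 50% of genes, quantile normalization, centring each array on its median, the mean of a gene's probesets, every probeset separately, and a variance trend with robust estimation. The remaining alternatives were fits of only the groups compared, the replicate number as a block, and each array left out in turn. The test was tried on simulated data with known changes drawn from the spread of the real genes, as given beside the description of the arrays. The sharing of control arrays was examined by simulating all 9 arrays, controls included, 100 times without any change. The 3 control arrays are too few to be divided between the comparisons. Gene ontology terms, the FastMEDUSA network, the cadmium, paraquat, hyperbaric oxygen and river sediment data, RNAi survival and qRT-PCR were not analysed here. The precision rests on 3 arrays per group.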

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

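All tests of explanations in this part were chosen after the results were seen.

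Proteasome genes stood higher at both doses, with a median log2 fold change of 0.71 over 33 genes at the high dose and 0.30 at the low dose. Scaling between arrays is argued against, since after quantile normalization or centring of the arrays the lower of the medians at the high dose was 0.73. The brightness of the probesets is argued against as well, since genes matched on mean level had a median of -0.18 at the high dose. The smaller median of 0.30 at the low dose goes with the dose of sodium arsenite, and a biological response is a hypothesis found and tested on the same data. A difference between the groups other than arsenite, such as growth stage, stays open.

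Yolk, oocyte and sperm genes stood lower at the low dose, with medians of -0.61 for yolk and oocyte genes and -0.29 for sperm genes. Scaling between arrays is argued against by the yolk and oocyte median, which was -0.62 at the highest after rescaling, and a single array by a median of -0.58 at the highest without any 1 of the 6 arrays. Fewer older animals in the exposed cultures would lower late larval sperm genes too, and their median was -0.29. Sperm genes are part of the pattern itself, so this value cannot test that explanation, which stays open. A direct effect of arsenite on the germ line or on yolk production would lower the same genes and stays open, as the stage of the worms differs between the sources.

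The 6 genes changed in opposite directions at the 2 doses were chosen for that after their values were seen. The log2 fold changes at the high and the low dose were -1.52 and 0.77 for cysl-2, a gene of cysteine and sulfide metabolism, -0.90 and 1.27 for the P-glycoprotein transporter gene pgp-1, -0.69 and 0.80 for D1054.8, -0.83 and 1.65 for ZK742.3, 0.82 and -1.02 for F17E9.4, and 1.26 and -0.96 for ZK669.3. All 6 had opposite signs without any 1 of the 9 arrays, which their selection makes probable, and both calls held for only 1 or 2 of them without any 1 control or low dose array and for 5, 4 and 6 without high dose replicates 1, 2 and 3, in fits with fewer arrays. Cross-hybridising probesets may play a part for the 2 of the 6 genes read by probesets marked as shared, and this cannot be told apart from the genes' own change without other probes. No biological explanation was tested.

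Autophagy genes had a median log2 fold change of 0.76 at the high dose, and stress transcription regulators one of 0.72.

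The samples allow 10 splits into groups of 3 for each comparison, too few for a share under 0.05, and in each comparison 1 of the 10, the real one, gave as many differentially expressed genes. The real split gave 3418, 266 and 2880 genes for high dose against control, low dose against control and high against low dose, and the highest other split gave 1, 3 and 4. Every other split mixes arrays of both real groups, so the real difference adds to the spread and leaves few calls. These low counts are therefore no measure of chance.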

How the results depend on the processing

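No alternative was added after the data were examined, and log2(value + 32) was not run because the values are already on the log2 scale. Of the counts for the comparisons, 261 values under the alternatives lay within 1.5 times the main count and 30 did not, and of the counts for gene lists 1118 did and 246 did not. For named genes 14896 values kept their direction and side of the threshold, 867 no longer passed, 191 newly passed and 3 reversed. Scaling changed little: of the 3418 genes called at the high dose, 3345 were called in the same direction after quantile normalization and 3335 after centring each array, and of the 266 at the low dose 258 and 252. The methods' test without moderation kept 3178 and 234 of them.

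At 1.5 fold and an unadjusted p below 0.0001, a stricter threshold by construction, there were 995 genes at the high dose, 142 at the low dose, 108 at both, 754 between the doses, 15 genes of Table 1 up regulated at the high against the low dose, 5 hedgehog-related genes and 5 heat shock protein genes. With the dimmest 25% of genes left out 499 genes were discretized in a consistent way at the low dose, where fewer genes were counted. With the dimmer 50% left out the values were 533 genes at the low dose, 410 at both, 168 up at least 4 fold at the high dose, and 1760 and 277 discretized at the high and low dose; the cause of the rises was not tested. A trend on mean level with robust estimation gave 545 genes at the low dose and 416 at both, a fit of only the groups compared 139 and 106, and the replicate block 160 and 131; the cause was not tested. Leaving out 1 array at a time gave 171 to 223 genes at the low dose, 140 to 182 at both doses, 11 to 18 hedgehog-related genes and 1263 to 2128 genes discretized at the low dose. The low dose count was 171 and 173 without control replicates 3 and 2, and 173 and 174 without low dose replicates 1 and 2, the count at both doses was 140 and 142 without low dose replicates 2 and 3 and also moved without low dose replicate 1, and the hedgehog-related count was 11 without control replicate 1. Without low dose replicate 1, 2 or 3 the discretized count was 2061, 2128 or 2101, where fewer arrays had to pass the rule. The other ranges without 1 array stayed within 1.5 times the main counts: 2522 to 3380 genes at the high dose, 2097 to 2532 between the doses, 279 to 308 and 51 to 64 genes up at least 4 fold at the high and the low dose, 45 to 55 at both, and 30 to 31 glutathione S-transferases. A fit that leaves an array out takes the spread from the arrays that remain.

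With every probeset tested separately, other probesets of 2 genes moved the other way without passing the test: col-149 had log2 fold changes of 0.39 at the high dose and 1.08 between the doses, and vit-4 one of 1.05 at the high dose. The replicate numbers showed no clear pairing of the samples. Deviations from the group means correlated at -0.0252 to 0.0334 between arrays of the same number and at -0.0453 to 0.0388 between arrays of other numbers. In both other groups, 4 of 9 arrays correlated best with their own number, so a weak pairing stays open. Among the named genes called at the high dose, 39 of 227 lost the call when some array was left out, and at the low dose 19 of 79.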

Differences from the paper's values

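No alternative was chosen after the values were seen, and those named here were set before the data were examined. The total counts that the paper states and that were compared, at its thresholds, lie within 1.5 times of those made here, but a total does not say which genes, and of 168 genes of Table S2 only 57 were differentially expressed at both doses here. Of 113 fold changes at the high dose that the paper prints for genes measured here, all 113 had the same sign and 11 differed, with a correlation of log2 values across genes of 0.979, genes not being independent replicates. A fold change is said to differ when it lies more than 1.5 times from the paper's and by more than the larger SD of the arrays, or by 1.5 times alone where an array of that group lies below the dim level. At the low dose 39 of 39 had the same sign and 5 differed, with a correlation of 0.828.

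At the high dose gst-30 was up regulated 105 fold here and 64.4519 fold in the paper, and the value without control replicate 1 or 2 did not differ from the paper's while all other alternatives did. For clec-9 the values were 12.64 fold here and 6.4249 in the paper, and only the value without control replicate 1 did not differ. For gst-19 they were -13.6 fold here and -8.44166 in the paper, and only the value without high dose replicate 1 did not differ. For gst-29 they were -2.94 here and -1.92675 in the paper, and those without control replicate 1 or 3 or high dose replicate 1 or 3 did not differ while the others did. For W07E11.1 they were -2.59 here and -1.54529 in the paper, and for hsp-6 1.89 here and 4.9375 in the paper; for both genes the mean of the gene's probesets and every probeset separately did not differ while the others did. Under no alternative did the values come within the limit for clec-3, 159 fold here and 42.2267 in the paper, clec-163, 114 here and 26.6706 in the paper, gst-14, 13.6 here and 5.83786 in the paper, gsto-2, 50.6 here and 4.99268 in the paper, and fpn-1.2, -3.63 here and -2.11996 in the paper. With the dimmer 50% of genes left out there was no value for clec-163, gst-14, gst-29 and gsto-2. The control signals of clec-3, clec-163, gst-14 and gsto-2 are dim, so the size of these fold changes is uncertain. The paper's methods name RMA values, while the processing notes of the values used here name MAS5. Whether this lies behind any difference at either dose was not tested.

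For the low dose no alternative came within the limit for clec-9, 13.2 fold here and 6.405 in the paper, clec-163, 19.2 here and 6.12515 in the paper, gst-30, 24.9 here and 12.8297 in the paper, clec-3, 39.6 here and 10.7623 in the paper, and F49F1.6, 6.65 here and 4.10812 in the paper.

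Of the 92 rows of Table 2, 86 genes were measured here, 74 were differentially expressed in the direction the paper gives, 0 in the other direction, and 12 did not pass the limma test. These 12, with log2 fold change and adjusted p from limma, were gst-8 (0.52, 0.390), gst-23 (-0.60, 0.236), gst-36 (0.29, 0.184), sod-1 (0.38, 0.0717), sod-2 (-0.34, 0.116), fmo-3 (-0.34, 0.0912), hsp-12.2 (-0.32, 0.294), hsp-25 (-0.36, 0.136), grd-12 (-0.50, 0.186), wrt-8 (-0.75, 0.110), grd-11 (-0.48, 0.0688) and hog-1 (-0.40, 0.307). With the dimmer 50% of genes left out sod-1, sod-2, fmo-3, hsp-25 and wrt-8 passed, with a trend on mean level sod-1, sod-2, hsp-25 and wrt-8, with the dimmest 25% left out sod-1 and grd-11, with the methods' test or quantile normalization sod-1, and without high dose replicate 3 gst-8 and grd-11. No alternative called gst-23, gst-36, hsp-12.2, grd-12 or hog-1. The paper gives superoxide dismutase genes as differentially expressed, and of the 3 in Table 2 only sod-4 passed, with sod-1 passing under 5 of the alternatives. In 16 rows of Table 2, all of hedgehog-like proteins, the columns for p and fold change hold each other's values, and they were read exchanged.

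Table 1 lists genes up regulated at least 4 fold at both doses, and of its 39 genes measured here 39 were up regulated at the high dose and 38 at the low dose, 37 of them at least 4 fold at both. The gene C32H11.3 was up 3.91 fold at the high dose, and at least 4 fold without control replicate 3. The other gene, clec-163, had a log2 fold change of 4.26 at the low dose (adjusted p = 0.0848 from limma), and it passed with the dimmest 25% of genes left out, with a trend on mean level, and without control replicate 3. Table S2 gives genes as differentially expressed at both doses at 1.5 fold, and 57 of its 168 genes measured here were, with 56 at a 1.5 fold threshold, 103 under a trend on mean level and 95 with the dimmer 50% of genes left out, the highest counts of the alternatives.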

Other observations

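Tests in this part that follow the gene lists were set before the data were examined, and the control probesets and principal components were looked at without a test. The lists were compared with all other genes and not with genes of like level. Of 22 yolk and oocyte genes, 0 were up and 16 down regulated in limma at the high dose (0 and 20 when adjusted over the list alone, and 0 and 20 at an unadjusted p under 0.05), a count of 10 without control replicate 2 or 3, and 5 were down regulated at the low dose (19 when adjusted over the list alone), 3 without any 1 of the control or low dose arrays. The vitellogenin gene vit-1 decreased by 2.07 (SE 0.31) at the high dose, and none of the 22 genes had a mean above control at either dose. The set stood lower than other genes at the high dose (limma's camera, adjusted p = 1.03e-08; adjusted p = 0.0767 with an estimated correlation) and at the low dose (adjusted p = 6.40e-20; adjusted p = 0.0206 with an estimated correlation). Of 47 sperm genes 3 were down regulated at the high dose (2 when adjusted over the list alone) and 1, spe-11, chosen after its values were seen, at the low dose (1 up and 18 down when adjusted over the list alone), a call lost without any 1 array but high dose replicate 2. The camera values were adjusted p = 9.08e-06 at the high dose (adjusted p = 0.0730 with an estimated correlation) and 1.71e-12 at the low dose (adjusted p = 0.0202 with an estimated correlation) in limma, both lower. Of 150 collagen genes 4 were up and 30 down regulated at the high dose (5 and 38 when adjusted over the list alone), with col-76 up 2.33 fold and col-101, on an _s_at probeset, decreased by 1.86 (SE 0.34), and 9 were down regulated at the low dose (1 up and 13 down when adjusted over the list alone). This low dose count was 2 without control replicate 2 or 3, 3 without low dose replicate 1 or 2 and 5 without low dose replicate 3. The collagens stood lower at the high dose (limma's camera, adjusted p = 4.43e-05; adjusted p = 0.101 with an estimated correlation).

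Of 22 respiratory chain genes 13 were down regulated at the high dose (20 when adjusted over the list alone), such as gas-1 of complex I, which decreased by 1.09 (SE 0.13) on an _s_at probeset, with a median log2 fold change of -0.41 (limma's camera, adjusted p = 7.15e-07; adjusted p = 0.0814 with an estimated correlation). The count was 6, 7 and 8 without control replicates 1, 2 and 3 and 7 without high dose replicate 1 or 3, and at the low dose the median changed sign under both scalings. Of 26 cell cycle genes 9 were down regulated at the high dose (13 when adjusted over the list alone), with rnr-1, a ribonucleotide reductase gene on an _s_at probeset, decreased by 0.88 (SE 0.14), and this was 5 without control replicate 2 or high dose replicate 1. The set was lower at the high dose (limma's camera, adjusted p = 3.07e-04; adjusted p = 0.104 with an estimated correlation) and at the low dose (adjusted p = 2.48e-05; adjusted p = 0.0983 with an estimated correlation), where limma called 0 genes and 5 had an unadjusted p under 0.05. Of 20 muscle genes 5 were down regulated at the high dose (6 when adjusted over the list alone), among them unc-27, decreased by 0.72 (SE 0.13) (camera adjusted p = 0.00168 in limma; adjusted p = 0.367 with an estimated correlation), a share called that did not pass the test against other genes (Fisher's exact test, adjusted p = 0.638) and a count of 2 or 3 without control replicate 1 or 2, low dose replicate 3 or high dose replicate 1 or 2. Of 44 neuron genes flp-16 and snb-1 were up regulated (1 when adjusted over the list alone), with a camera adjusted p of 0.0185 in limma (adjusted p = 0.462 with an estimated correlation), and of the list only snb-1 passed without any 1 control array or high dose replicate 2. Of 20 intestine genes 1, elt-7, was up and 8 down regulated (2 and 8 when adjusted over the list alone), among them nhx-2, decreased by 1.56 (SE 0.09) (camera adjusted p = 0.0111 in limma; adjusted p = 0.104 with an estimated correlation), and cpr-4 was down regulated at the low dose (2 when adjusted over the list alone), a call lost without any 1 control or low dose array or high dose replicate 2. Of 75 ribosomal protein genes rpl-41.1, on an _x_at probeset, was down regulated at the high dose (0 when adjusted over the list alone; camera adjusted p = 0.290 in limma), and the list's median of -0.05 changed sign after quantile normalization. In the low dose comparison limma called 0 genes of the respiratory chain, muscle, neuron and ribosomal protein lists, and at an unadjusted p under 0.05 there were 0, 0, 2 and 0.

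Of 64 UDP-glucuronosyltransferase genes 19 were up and 11 down regulated at the high dose (19 and 13 when adjusted over the list alone), and 8 up and 1 down at the low dose (13 and 2 when adjusted over the list alone), where the set stood higher than other genes (limma's camera, adjusted p = 7.22e-04; adjusted p = 0.102 with an estimated correlation). At the high dose the camera adjusted p was 0.108 in limma, and ugt-13 rose 9.88 fold there and 6.89 fold at the low dose. Of 73 cytochrome P450 genes 8 were up and 8 down regulated at the high dose (8 and 8 also when adjusted over the list alone; camera adjusted p = 0.956 in limma, direction up beside a median of -0.08), 9 in all without control replicate 3, and cyp-25A2 and cyp-29A2 were down regulated at the low dose (3 when adjusted over the list alone), 1 of them without control replicate 2 or 3 or any 1 low dose array. Of 220 C-type lectin genes 18 were up and 32 down regulated at the high dose (18 and 34 when adjusted over the list alone; camera adjusted p = 0.736 in limma), with clec-74 up 20.6 fold and clec-56 decreased by 3.41 (SE 0.15). In the low dose comparison 8 were up regulated (10 up and 2 down when adjusted over the list alone), 5 without control replicate 2 or low dose replicate 1 or 2. Of 56 genes of innate immune effectors 9 were up and 12 down regulated at the high dose (10 and 12 when adjusted over the list alone; camera adjusted p = 0.865 in limma), with the antimicrobial peptide gene nlp-29 up 5.07 fold on an _x_at probeset and the saposin-like gene spp-23 decreased by 2.92 (SE 0.22), and at the low dose limma called 0, with 6 up and 5 down at an unadjusted p under 0.05, 1 without low dose replicate 2, and camera's direction up beside a median of -0.04.

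At the low dose limma called 0 chaperonin and DnaJ genes (4 up and 1 down at an unadjusted p under 0.05), 0 genes of the unfolded protein response of the endoplasmic reticulum (1 up) and 0 of the mitochondrial one (1 up). Of the proteasome genes 1, pbs-5, chosen after its values were seen, was up regulated there (1 when adjusted over the list alone, 20 at an unadjusted p under 0.05), a call lost without any 1 array, and the set stood higher than other genes (limma's camera, adjusted p = 2.30e-12; adjusted p = 0.0289 with an estimated correlation). Among autophagy genes sqst-1 (2 when adjusted over the list alone) and among stress regulators wdr-23 (2 when adjusted over the list alone) were up regulated at the low dose, the first call lost without any 1 array but high dose replicate 3, and the count of stress regulators 0 without control replicate 2 or 3, low dose replicate 1 or 3 or high dose replicate 1 or 2, and 2 without control replicate 1. The stress regulators had a camera adjusted p of 0.0481 there in limma (adjusted p = 0.136 with an estimated correlation), and the hedgehog-related list had a median of 0.03 beside a mean of -0.15. The camera adjusted p from limma at the high dose was 0.147 for chaperonin and DnaJ genes, 0.993 for the endoplasmic reticulum list, up beside a median of -0.05 and 0.203 for the mitochondrial list.

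The study chose its RNAi-tested and qRT-PCR genes on these samples, so their direction is not independent evidence. Of the 4 RNAi-tested genes measured by a probeset of their own, sdz-8, ftn-1, hsp-70 and gcs-1, all 4 were up regulated at both doses (4 also when adjusted over the list alone; camera adjusted p = 1.15e-08 at the high dose in limma, adjusted p = 0.0316 with an estimated correlation). Of 18 qRT-PCR genes 17 were up and 1, mtl-1, down regulated at the high dose (17 and 1 also when adjusted over the list alone; camera adjusted p = 4.12e-22 in limma, adjusted p = 0.0183 with an estimated correlation), and 13 up and 1 down at the low dose (17 and 1 when adjusted over the list alone). Of 8 reference genes gpd-2 and tba-1, on probesets marked _x_at and _s_at, were down regulated at the high dose (1 up and 2 down when adjusted over the list alone), a count of 0 without control replicate 1 or 2 and of 1 without any other array but low dose replicate 2, and limma called 0 at the low dose, with 0 at an unadjusted p under 0.05. The reference list had a median of -0.04 and a mean of 0.02 at the high dose, with camera's direction down (adjusted p = 0.803 in limma). The control probesets of GAPDH, to which the paper normalized qRT-PCR, were lower at the high dose than in control worms by differences of -0.34, -0.43 and -0.39 on the log2 scale, that of the 5' end of ubiquitin higher by 1.69, the most of its 3, and those of catalase higher by 1.56, 1.23 and 1.54 at the 3' end, the 5' end and the middle, without a test. The GAPDH values belong to the 3' end, the 5' end and the middle, and those of 2 other control genes were -0.40 and -0.22 at the 3' end beside -0.63 and -0.35 at the 5' end, while a further 2 had -0.54 and -0.42 at the 3' end and -0.53 and -0.42 at the 5' end, so the lower 5' values that go with the high dose in actin were not found in every control gene. In a principal component analysis of the arrays component 1 held 28.2% of the variance and set the high dose arrays at 64.0 to 71.0 against -49.4 to -21.1 for the others, and component 2 held 13.9%, where low dose replicate 1 stood at 82.7 beside 13.7 and 16.3 for the other low dose arrays.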
